# Transcriptome response to alkane biofuels in *Saccharomyces cerevisiae*: identification of efflux pumps involved in alkane tolerance

**DOI:** 10.1186/1754-6834-6-95

**Published:** 2013-07-05

**Authors:** Hua Ling, Binbin Chen, Aram Kang, Jong-Min Lee, Matthew Wook Chang

**Keywords:** *Saccharomyces cerevisiae*, Alkanes, Biofuels, Tolerance, Transcriptome, Efflux pumps

## Abstract

**Background:**

Hydrocarbon alkanes have been recently considered as important next-generation biofuels because microbial production of alkane biofuels was demonstrated. However, the toxicity of alkanes to microbial hosts can possibly be a bottleneck for high productivity of alkane biofuels. To tackle this toxicity issue, it is essential to understand molecular mechanisms of interactions between alkanes and microbial hosts, and to harness these mechanisms to develop microbial host strains with improved tolerance against alkanes. In this study, we aimed to improve the tolerance of *Saccharomyces cerevisiae*, a model eukaryotic host of industrial significance, to alkane biofuels by exploiting cellular mechanisms underlying alkane response.

**Results:**

To this end, we first confirmed that nonane (C9), decane (C10), and undecane (C11) were significantly toxic and accumulated in *S. cerevisiae*. Transcriptome analyses suggested that C9 and C10 induced a range of cellular mechanisms such as efflux pumps, membrane modification, radical detoxification, and energy supply. Since efflux pumps could possibly aid in alkane secretion, thereby reducing the cytotoxicity, we formed the hypothesis that those induced efflux pumps could contribute to alkane export and tolerance. In support of this hypothesis, we demonstrated the roles of the efflux pumps Snq2p and Pdr5p in reducing intracellular levels of C10 and C11, as well as enhancing tolerance levels against C10 and C11. This result provided the evidence that Snq2p and Pdr5p were associated with alkane export and tolerance in *S. cerevisiae*.

**Conclusions:**

Here, we investigated the cellular mechanisms of *S. cerevisiae* response to alkane biofuels at a systems level through transcriptome analyses. Based on these mechanisms, we identified efflux pumps involved in alkane export and tolerance in *S. cerevisiae*. We believe that the results here provide valuable insights into designing microbial engineering strategies to improve cellular tolerance for highly efficient alkane biofuel production.

## Background

Next-generation biofuels, such as long-chain alcohols, and fatty-acid- and isoprenoid-derived fuels, offer advantages of high energy density, low freezing point, and compatibility with the existing fuel storage and distribution infrastructure [1-4]. Recently, hydrocarbon alkanes, main components of fossil fuels, have been considered as important next-generation biofuels because their microbial production was demonstrated. Schirmer et al. converted intermediates of fatty acid metabolism to alkanes in *Escherichia coli* by introducing two enzymes involved in an alkane biosynthesis pathway from cyanobacteria [5]. Bernard et al. identified *Arabidopsis* alkane synthesis enzymatic components and reconstituted plant alkane biosynthesis in yeast [6].

Despite these successes in microbial alkane production, the toxicity of alkanes to microbial hosts can eventually be a bottleneck for high productivity. To overcome this toxicity issue, it is imperative to develop engineering strategies to improve microbial tolerance against biofuel alkanes, which requires a clear understanding of molecular mechanisms of interaction between microbial hosts and alkanes. Physiologically, hydrocarbon accumulation in cell membrane causes loss of membrane integrity and function, which ultimately leads to cell death [7]. In response, cells protect themselves against the toxicity of hydrocarbons by ordering the lipid bilayer to modify lipopolysaccharide (LPS) and cell wall/S-layer hydrophobicity, as well as activating the excretion by energy-consuming transport systems [8]. Despite the aforementioned studies, which primarily focused on physiological or cytological effects, there is lack of understanding of the molecular mechanisms of interactions between microbes and alkanes especially at a systems level.

Toxicogenomics, which combines genomics and toxicology, is useful for identification of toxicants and their putative mechanisms of action at a systems level. Recently, toxicogenomics has been applied to elucidate mechanisms underlying environment stresses and chemical toxicity to microorganisms [9,10]. For instance, Chang et al. studied the toxicogenomic response of pathogens to antimicrobials by using microarray-based transcriptome analyses [11]. Carvalho et al. studied transcriptomic response in marine diatom *Thalassiosira pseudonana* exposed to benzo[a]pyrene [12]. Notably, toxicogenomics has also offered an effective means to study the molecular mechanisms of cell response to organic solvents. For example, based on genome-wide microarray analyses, our group previously identified and reconstituted genetic regulatory networks to improve the tolerance of *E. coli* against isooctane [13]. In *Saccharomyces cerevisiae* strain KK-211, genes involved in tolerance to organic solvents were successfully identified based on transcriptome analyses [14,15]. Note that *S. cerevisiae*, an established and widely used eukaryotic model for molecular and cellular biology studies, has been used as an experimental model in toxicogenomics [16-18]. In this light, this study aimed to (i) investigate molecular mechanisms underlying cellular response to alkanes at the systems level and (ii) improve cellular tolerance based on these mechanisms in *S. cerevisiae*, a model eukaryotic host of industrial significance. Briefly, we showed that nonane (C9) and decane (C10) induced cellular mechanisms associated with efflux pumps, membrane modification, radical detoxification, and energy supply. More importantly, based on these cellular mechanisms, we demonstrated that efflux pumps Snq2p and Pdr5p played roles in reducing intracellular levels of C10 and undecane (C11), and enhancing tolerance levels against C10 and C11. Given the aforementioned recent reports on microbial alkane production [5,19], we envision that the engineering strategy established in this study can readily be extended to develop robust microbial hosts for alkane biofuels production.

## Results and discussion

### Toxicity and intracellular accumulation of alkanes

We first examined the toxicity of nonane (C9), decane (C10), undecane (C11), and dodecane (C12). In this work, we primarily focused on C9-C12 because our preliminary studies had indicated low cytotoxicity of C13 and longer alkanes. *S. cerevisiae* BY4741 cells were incubated in the medium containing each alkane (2% [v/v]). Figure 1A shows that cell viability was decreased upon exposure to C9-C12. In particular, treatment with C9-C11 decreased cell viability by about 50%. Based on this result, we hypothesized that C9-C12 might affect cell membrane permeability or integrity. Figure 1B shows that the intensity of red fluorescent signal of propidium iodide (PI) and the ratio of the fluorescent signals (PI/SYTO9) were increased upon exposure to C9-C12. If more PI molecules penetrate into cell wall/membrane and stain nucleic acids, PI intensities and PI/SYTO 9 ratios become higher. Therefore, this result suggests that C9-C11 increased cell membrane permeability. Among these alkanes, C9 and C10 resulted in the highest PI intensities and PI/SYTO9 ratios, which indicates the highest membrane permeability. To determine whether this increased membrane permeability was contributed by damage on cell surface, cell surface was examined using Field Emission Scanning Electron Microscopy (FESEM). As shown in Additional file 1: Figure S1, damage was not apparent on cell surface upon exposure to 2% C9, which is in agreement with de Smet and coworkers’ study [20]. Based on this result, we hypothesized that alkane toxicity might be attributed at least partly to intracellular accumulation. GC analyses show that a peak corresponding to each alkane was detected from alkanes-treated cells, while control cells without alkanes exhibited a negative signal (Additional file 2: Figure S2). To measure intracellular alkane amounts, we normalized GC peak areas to the internal standard and the total protein amount. Among C9 to C12, C10 showed the highest intracellular level, followed by C9 and C11, and C12 level was the lowest which was 90% lower than C10 level (Figure 2). These results indicate that alkanes were accumulated in cells, which likely contributed to alkane toxicity. According to Inoue and Kawamoto [21,22], toxicity of a compound is related to coefficient of octanol-water partition (log *P*_*ow*_). Gill and coworkers reported that higher aliphatic chain alkanes tend to show lower toxicity [23]. In our study, C12 (log *P*_*ow*_ 7.0) showed lower toxicity than C9 to C11 (log *P*_*ow*_ <6.0), which could be partially due to low accumulation of C12 in *S. cerevisiae*.

**Figure 1:**
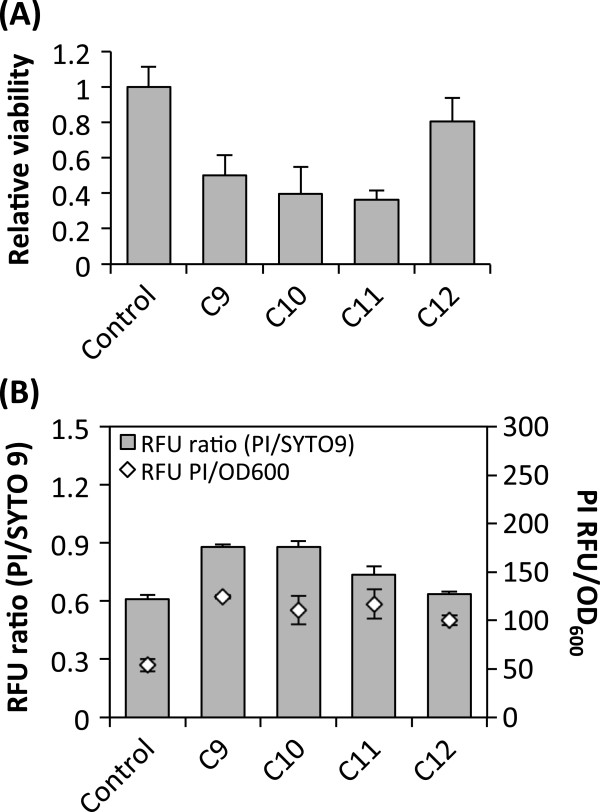
**Viability and membrane permeability of *S. cerevisiae *cells under exposure to C9-C12.** The viability **(A)** and membrane permeability **(B)** were measured upon exposure to alkanes (2% each) for 48 h. RFU, relative fluorescence unit. Error bars represent standard deviations from four biological replicates.

**Figure 2:**
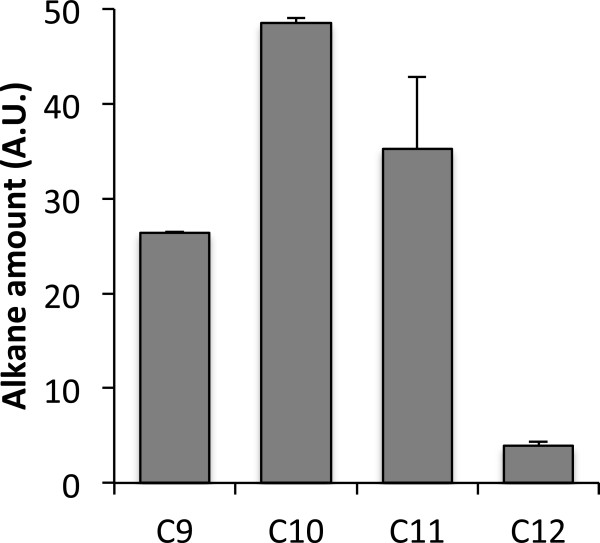
**GC analyses of intracellular alkanes in *S. cerevisiae*.** Cells were exposed to 2% of each n-alkane for 48 h. Intracellular alkanes were measured by GC and normalized to the total protein amount and the internal standard n-tridecane. A.U., arbitrary unit. Error bars represent standard deviations from three biological replicates.

### Genome-wide gene expression profiles upon exposure to biofuel alkanes

To understand cellular mechanisms underlying *S. cerevisiae* response to C9-12, transcriptome profiles were generated using whole-genome *S. cerevisiae* microarrays. 

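The measurements were made with 8 Agilent whole-genome yeast arrays that lay on 1 slide and were read in 1 scan. Each array carried 12512 spots for yeast genes, in which 6256 probes for 6228 genes were printed 2 times each. Cells of *S. cerevisiae* BY4741, a laboratory strain, were grown with 2% (v/v) alkane or without alkane, and 200 ng of RNA was used for each channel. Every one of the 8 RNA groups was measured in 2 channels, 1 on each of 2 arrays, which the paper gives as 2 biological replicates. Whether both arrays of C12-48 h vs C11-48 h, between which the dyes were exchanged, came from separate RNA extracts is not stated, so the SD of these groups may leave out the variation between cultures. C9-48 h shared its arrays with control-48 h, C12-24 h with control-24 h, C10-48 h with C10-24 h, and C12-48 h with C11-48 h. C9-48 h and C12-24 h were therefore compared with control on the same arrays, whereas C10-24 h, C10-48 h, C11-48 h and C12-48 h were compared with control across arrays. The dyes were exchanged between replicates only for C12-48 h and C11-48 h. The authors' image analysis gave for each spot a mean signal, a local background, a processed signal and the log10 ratio of the Cy5 to the Cy3 signal. On 7 arrays, between 88.0% and 97.0% of the spots were well above background in each channel, with median signals between 823 and 1650 and local backgrounds between 44 and 49. In replicate 2 of C12-48 h vs C11-48 h these shares were 75.7% for C12-48 h and 84.7% for C11-48 h, with median signals of 325 and 493. The centre of that array was dim, as the map of its signals shows, and 16 of its 48 blocks, with 4101 spots, lay more than 1 log2 unit below its brightest block. The log2 signals of replicates correlated across genes with r between 0.991 and 0.999 in the 6 other groups, and with r = 0.817 for C11-48 h and 0.824 for C12-48 h.

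**Figure D1:**
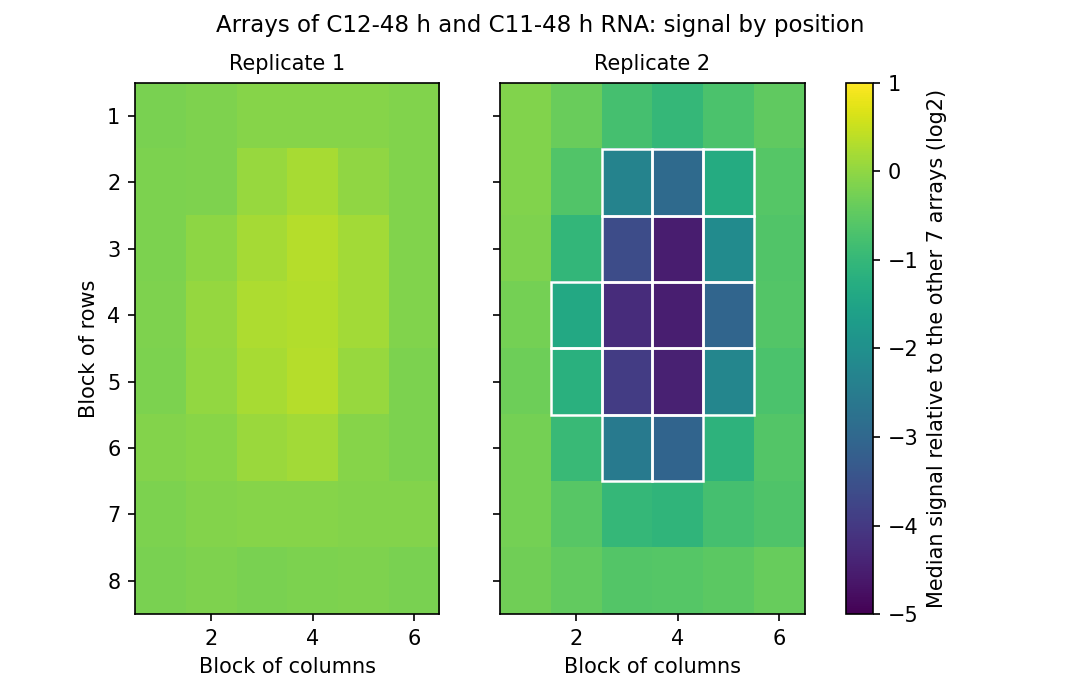
Position of each block of spots on both replicate arrays of C12-48 h vs C11-48 h, with columns and rows of blocks on the axes and colour for the block's median signal relative to the other 7 arrays, in log2 units. In replicate 2 the blocks ranged from -4.53 to -0.14 and those outlined in white were dim, whereas in replicate 1 they ranged from -0.22 to 0.34.

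The mean signals were corrected for background with an offset of 50, normalized within arrays by global loess and between arrays on their average intensity, and averaged over the spots and probes of each gene. Each channel then entered a separate-channel linear model in limma with 8 RNA groups. All groups shared 1 estimate of the spread between replicates for each gene, and 1 estimated correlation of 0.891 was used for the channels of every spot. Replicate differences correlated across genes with r = 0.968 between C11-48 h and C12-48 h, but with 0.347, 0.264 and -0.479 for the other pairs on 1 array. The standard error (SE) of *INO1* was 0.18 in C9-48 h, within arrays, and 0.56 in C10-48 h, across arrays. Between the controls it fell from 0.56 to 0.19 without the array with the dim centre. Passing in C9-48 h and not with C10 is therefore no measure of a weaker response to C10. Genes were tested when at least 50% of their spots were well above background in both channels of at least 1 RNA group, which left 6041 genes. A gene was counted as differentially expressed when its change was at least 2-fold and its Benjamini-Hochberg adjusted p was below 0.05. The number of arrays limits the precision of every value.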

Significantly regulated genes (fold changes ≥ 2.0, and p values < 0.05) are summarized in Additional file 3. The data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus and are accessible through GEO Series accession number GSE38653. In addition, quantitative PCR (qPCR) was carried out to validate the microarray data (Additional file 3).

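The 6 genes that the paper measured by qPCR in cells exposed to C10 for 48 h were also read from the arrays. In C10-48 h against control-48 h, *GRE1* (YPL223C) was 8.34-fold higher on the arrays (n = 2 channels in each group), and the paper's qPCR value is 8.61 ± 0.04. The array values were 3.67-fold for *HSP12* (YFL014W), 3.00-fold for *ICT1* (YLR099C) and 2.20-fold for *YHB1* (YGR234W), beside the paper's qPCR values of 3.01 ± 0.7, 2.28 ± 0.12 and 3.02 ± 0.52. For *HXT5* (YHR096C) the arrays gave 3.32-fold and the paper's qPCR value is 5.2 ± 0.62, and for *PDR5* (YOR153W) the arrays gave 3.14-fold and the paper's qPCR value is 5.76 ± 0.45. On the arrays, 5 of the 6 genes passed both thresholds in C10-48 h over all genes tested, and all 6 did so when adjusted over the list alone, which is not independent evidence because the study chose the genes on these samples. None of the 5 kept its call when any one of the 6 arrays that held C9, C10 or control RNA, or C12-24 h beside control-24 h, was left out, although all 6 genes stayed higher than control.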

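Among 6041 genes, 569 were differentially expressed in C9-48 h against control-48 h, of which 306 were higher and 263 lower. C10 changed 116 genes after 24 h (56 higher, 60 lower) and 153 genes after 48 h (73 higher, 80 lower), each against the control of the same time. With the spots of the dim centre left out, a choice made after the data had been seen that also left out genes, these counts were 322 and 336. In C11-48 h only the hexose transporter gene *HXT2* (YMR011W) passed both thresholds, with a log2 fold change of 1.42 (SE 0.17, adjusted p = 0.0170). With limma, 0 genes passed in C12-24 h and 0 in C12-48 h, with smallest adjusted p of 0.0554 and 0.369. At an unadjusted p under 0.05 and a change of at least 2-fold, the counts were 569 for C9-48 h, 322 for C10-24 h, 319 for C10-48 h, 539 for C11-48 h, 0 for C12-24 h and 315 for C12-48 h, and the test named in the paper's methods gave 3 genes for C12-24 h and 15 for C12-48 h on processed signals. The alternatives that moved the C10 counts most upward were that test on processed signals in C10-24 h, with 584 genes, and limma on processed signals shifted to a common 75th percentile in C10-48 h, with 508. The C9-48 h count was between 546 and 569 with any one array left out. In C10-24 h the count was 0 without either replicate of C12-24 h vs control-24 h and 383 without either replicate of C12-48 h vs C11-48 h, and in C10-48 h it was 0 without replicate 1 of C9-48 h vs control-48 h or either replicate of C10-48 h vs C10-24 h, and 386 without either replicate of C12-48 h vs C11-48 h. Without replicate 2 of C12-48 h vs C11-48 h, the array with the dim centre, 116 genes passed in C11-48 h and 0 in C12-48 h, and without replicate 1 of that pair, when only the dim array was left for both, 2370 and 2178 genes passed. In C9-48 h, *INO1* (YJL153C) rose most, with a log2 fold change of 5.53 (SE 0.18, n = 2 channels per group), followed by YIL057C, at least 32.6-fold higher, a limit because it was not well above background in control-48 h. The genes that fell most in C9-48 h were *THI73* (YLR004C, -5.62), *PDC5* (YLR134W, -5.54) and *THI4* (YGR144W, -4.57). In C10-24 h, YLL056C rose by 2.92 and *DSE1* (YER124C) by 2.90 on the log2 scale, whereas *PDC5* changed by -5.67, *THI73* by -3.63 and YBL029W by -2.49, with YBL029W well above background in 1 of the 2 C10-24 h channels. In C10-48 h the falls were led by *THI73* (-3.24), *FCY22* (YER060W-A, -3.23) and *THI7* (YLR237W, -2.75), with *FCY22* well above background in 1 of the 2 C10-48 h channels. Of the 5 genes in the paper's list for C12 at 24 h, *OYE3* (YPL171C) rose by 0.92 in C12-24 h (SE 0.15, adjusted p = 0.0724), YBL044W and *THI13* (YDL244W) were not well above background in control-24 h and did not pass (adjusted p = 0.939 and 0.720), and *BI2* (Q0110) and *URA3* (YEL021W) were not well above background in any of the 16 channels. Of the 8 genes in its list for C12 at 48 h, 6 were not tested because they were well above background in 0 to 2 of the 16 channels. Of the other 2, *OLI1* (Q0130) changed by -0.086 in C12-48 h (SE 0.45, adjusted p = 0.911), and YNL018C was well above background in 1 of the 2 channels of C12-48 h and in 0 of those of control-48 h, and did not pass (adjusted p = 0.370). The change of *OLI1* was -1.02 with replicate 1 of C12-48 h vs C11-48 h left out and 0.84 with replicate 2 left out.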

Our transcriptome analysis indicated that 526 (C10 for 24 h), 692 (C9 for 48 h), 428 (C10 for 48 h), and 119 (C11 for 48 h) genes were differentially regulated, while 5 (24 h) and 8 (48 h) genes were regulated by C12 (Additional file 3). 

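Lists of heat shock, sugar transport and pleiotropic drug resistance (PDR) genes, written from general knowledge after the paper's gene lists had been read, were tested as sets with limma's camera at a preset correlation of 0.01, and its p was adjusted over 6 lists. In C11-48 h against control-48 h, the 22 sugar transport genes had a median log2 fold change of 0.58, with 17 genes higher (adjusted p = 8.7e-05, two-sided). The 20 PDR genes had a median of 0.60, with 14 higher (adjusted p = 0.00053). The median of the 30 heat shock genes was 0.24, with 18 higher, and their shift did not pass with camera (adjusted p = 0.284) but did with fry. The calls on sugar transport and PDR genes in C11-48 h held under fry. The median over all genes in C11-48 h was 0.11. When arrays were not normalized to each other it was -0.70 and the medians of the 3 lists turned to -0.48, -0.15 and -0.082 for heat shock, sugar transport and PDR genes, all above that of all genes. Without replicate 2 of C12-48 h vs C11-48 h, the heat shock median was 0.43 and passed with camera, and without replicate 1 it was 0.053. Without replicate 1 the PDR and sugar transport genes, at medians of 0.72 and 1.09, no longer passed. In C9-48 h, C10-24 h and C10-48 h the PDR medians were 0.94, 1.03 and 1.01, and the heat shock medians were 0.084, -0.18 and 0.21. With camera the PDR genes passed in all 3, and the heat shock genes in C10-48 h (adjusted p = 0.0359), which did not hold under fry. Sugar transport genes had medians of 0.11 in C9-48 h and C10-48 h and -0.077 in C10-24 h, where their mean was 0.25 and both tests pointed upward. Their means in C9-48 h and C10-48 h were 0.66 and 0.51, and they passed with camera (adjusted p = 0.00150 and 0.000751) and under fry in both, and in C10-24 h under fry alone. Across all genes, the log2 fold changes of C9-48 h and C10-48 h correlated with r = 0.837, in genes that are not independent replicates and against the same control channels. Groups simulated without any change against those controls reached at most r = 0.218.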

Functional analysis of those genes suggested that C11 primarily regulated genes related to heat shock response and sugar transport, whereas C9 and C10 induced a range of similar groups of genes. Therefore, to look into cellular mechanisms commonly stimulated by alkanes, we analyzed the genes regulated by both C9 and C10. 

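In the 3 comparisons of C9-48 h, C10-24 h and C10-48 h with control, 47 genes passed both thresholds each time. C9-48 h and C10-48 h shared 114 genes, C9-48 h and C10-24 h shared 63, and C10-24 h and C10-48 h shared 54. Of the 569 genes called in C9-48 h, 88.8% changed the same way in C10-24 h, which shared no array and no control with C9-48 h and carried the same dye as its own control, and 68.9% of all genes tested did. The number of genes shared by all 3 comparisons moved most with processed signals shifted to a common 75th percentile, which gave 179. It was 149 without either replicate of C12-48 h vs C11-48 h, and 0 or 1 without any one of the other 6 arrays.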

147 genes were significantly regulated by both C9 and C10. 

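The 47 genes that passed in C9-48 h, C10-24 h and C10-48 h comprised 30 genes that were higher and 17 that were lower each time, with 0 genes of mixed direction. *COS12* (YGL263W), whose probe lies on chromosome 7 from 3656 to 3715 of the sacCer1 build, had a log2 fold change of 0.47 in C9-48 h (SE 0.12, adjusted p = 0.00579). It was not well above background in the C10 channels, so that C10-24 h and C10-48 h were at least 1.37-fold and 1.18-fold lower than control, which did not pass (adjusted p = 0.538 and 0.702). The C9-48 h signal was at least 1.63-fold that of C10-48 h, a difference that did not pass (adjusted p = 0.911). The adjusted p of this difference was 0.0028 with limma on processed signals and 0.00029 without either replicate of C12-48 h vs C11-48 h, where it stayed under 2-fold.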

Among the 147 genes, 105 genes were induced by both C9 and C10, whereas 42 genes were repressed by both C9 and C10 (except for *COS1*2 gene which was down-regulated by C10 but up-regulated by C9). To further understand gene functions, we functionally classified the aforementioned regulated genes using MIPS tools (http://funspec.med.utoronto.ca/) [24]. Primary functional classes of the regulated genes were (i) efflux pumps, (ii) stress response, (iii) fatty acid, lipid, and derivatives biosynthesis, and (iv) hexose transport, ergosterol biosynthesis, and thiamine biosynthesis (Table 1). 

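All 27 genes that the paper's text names for efflux pumps, stress response, hexose transport, fatty acid and lipid synthesis and ergosterol biosynthesis were higher than control in C9-48 h, C10-24 h and C10-48 h. The directions of these classes did not flip under any of the scalings tried. All 27 passed both thresholds in C9-48 h, which is not independent evidence because the study chose the genes on these samples. For efflux pump, stress response, hexose transport, lipid and ergosterol genes, 3, 3, 1, 5 and 0 passed in C10-24 h, and 2, 5, 1, 7 and 1 in C10-48 h. The median log2 fold changes in C10-48 h were 1.44 for the 4 efflux pump genes, 1.85 for the 6 stress response genes, 1.84 for the 10 lipid genes and 1.26 for the 4 ergosterol genes. The 21 thiamine genes of a list written from general knowledge had medians of -2.47 in C9-48 h, -0.84 in C10-24 h and -1.90 in C10-48 h. Their adjusted p with camera was 1.0e-30, 6.4e-09 and 1.8e-21, and all 3 calls held under fry. Genes regulated by Ino2p and Ino4p, which drive phospholipid synthesis, had medians of 1.36, 1.46 and 1.51 over 22 genes. The thiamine list and this list were written after the paper's gene lists had been read. The paper's list for C9 and C10 holds 8 of the thiamine genes and 13 of the Ino2p and Ino4p targets.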

The genes in these classes were mostly induced by C9 and C10.

**Table 1:** MIPS functional classification of genes differentially regulated by both C9 and C10

**Functional category**	**k**	**f**
***Up-regulated***		
fatty acid metabolism	5	24
phospholipid metabolism	7	68
oxidative stress response	6	55
tetracyclic and pentacyclic triterpenes	5	36
cellular import	7	90
lipid/fatty acid transport	5	44
ABC transporters	4	28
lipid, fatty acid and isoprenoid metabolism	8	133
degradation of glutamate	2	4
metabolism of amino acid-derived secondary products	2	4
NAD/NADP binding	4	36
C-compound and carbohydrate metabolism	10	223
heat shock response	3	20
chemical agent resistance	3	22
S-adenosyl-methionine-homocysteine cycle	2	7
pH stress response	2	8
oxidation of fatty acids	2	9
transport ATPases	4	53
***Down-regulated***		
biosynthesis of thiamine	6	110
transport facilities	5	87
degradation of lysine	2	5
degradation of glycine	2	6
transport routes	2	11
metabolism of thiamine	3	43
tetrahydrofolate-dependent C-1-transfer	2	13

Note: functional classification was generated by the online program FunSpec (http://funspec.med.utoronto.ca/) with p-value cut-off of 0.01. k, number of genes from the input (105 up-regulated genes, and 42 down-regulated genes) in the given category, f, number of genes total in the given category.

First of all, notably, four plasma membrane efflux pump genes *YOR1*, *SNQ2*, *PDR5,* and *PDR15* were significantly induced by alkane stress. Plasma membrane efflux pumps recognize and extrude a large spectrum of functionally and structurally unrelated drugs such as oligomycin, mycotoxins, and anticancer drugs [25-28]. That is, when cytotoxic compounds cross the plasma membrane to enter cells, a number of efflux pumps help to protect cells from unwanted or damaging xenobiotics. According to Ernst and coworkers [29], efflux pumps serve as a defense line mediating pleiotropic drug resistance (PDR). Therefore, the result that efflux pump genes were significantly induced here suggested that they might also provide protection to the cells against alkanes.

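The 4 pump genes were *YOR1* (YGR281W), *SNQ2* (YDR011W), *PDR5* (YOR153W) and *PDR15* (YDR406W). Their probes lie on chromosome 7 from 1057067 to 1057126, chromosome 4 from 470216 to 470275, chromosome 15 from 624183 to 624242 and chromosome 4 from 1283634 to 1283693 of the sacCer1 build. The log2 signal of *PDR5* was 12.97 ± 0.14 (SD, n = 2) in C9-48 h and 11.24 ± 0.0098 in control-48 h, a log2 fold change of 1.73 (SE 0.11, adjusted p = 2.2e-07). In C10-24 h *PDR5* reached 13.36 ± 0.20 against 11.05 ± 0.024 in control-24 h, a change of 2.30 (adjusted p = 0.00528). *PDR15* rose by 2.22 in C9-48 h (SE 0.13, adjusted p = 1.2e-07), by 1.78 in C10-24 h (adjusted p = 0.0457) and by 1.60 in C10-48 h, where it did not pass (adjusted p = 0.0579). *YOR1* passed in all 3 comparisons, with 1.35, 1.45 and 1.29 and adjusted p of 1.5e-08, 0.00303 and 0.00720. *SNQ2* rose by 1.65 in C9-48 h (adjusted p = 4.0e-07), whereas its changes of 1.13 in C10-24 h and 1.05 in C10-48 h did not pass (adjusted p = 0.128 and 0.158). Over all genes tested, 4 of the 4 pump genes passed in C9-48 h, 3 in C10-24 h and 2 in C10-48 h. When adjusted over the list alone, 4 passed in each, which is not independent evidence because the study chose the genes on these samples. Without normalization between arrays, 1 of the 3 calls in C10-24 h and 0 of the 2 in C10-48 h were kept, and the C10-24 h median moved most, from 1.61 to 1.36. All 4 calls in C9-48 h were kept with any one array left out. Without either replicate of C10-48 h vs C10-24 h or of C12-24 h vs control-24 h, 0 of the C10 calls were kept, and without either replicate of C9-48 h vs control-48 h 2 of the 3 in C10-24 h and 0 of the 2 in C10-48 h. No call of a pump gene with C10 was lost without either replicate of C12-48 h vs C11-48 h. The arrays of C12-24 h vs control-24 h hold neither C10-48 h nor control-48 h. Leaving them out changed the shared spread and not the size of the C10-48 h changes. From the induction of these genes and from the role of such pumps in pleiotropic drug resistance, the paper proposes that the pumps might protect the cells against alkanes.

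**Figure D2:**
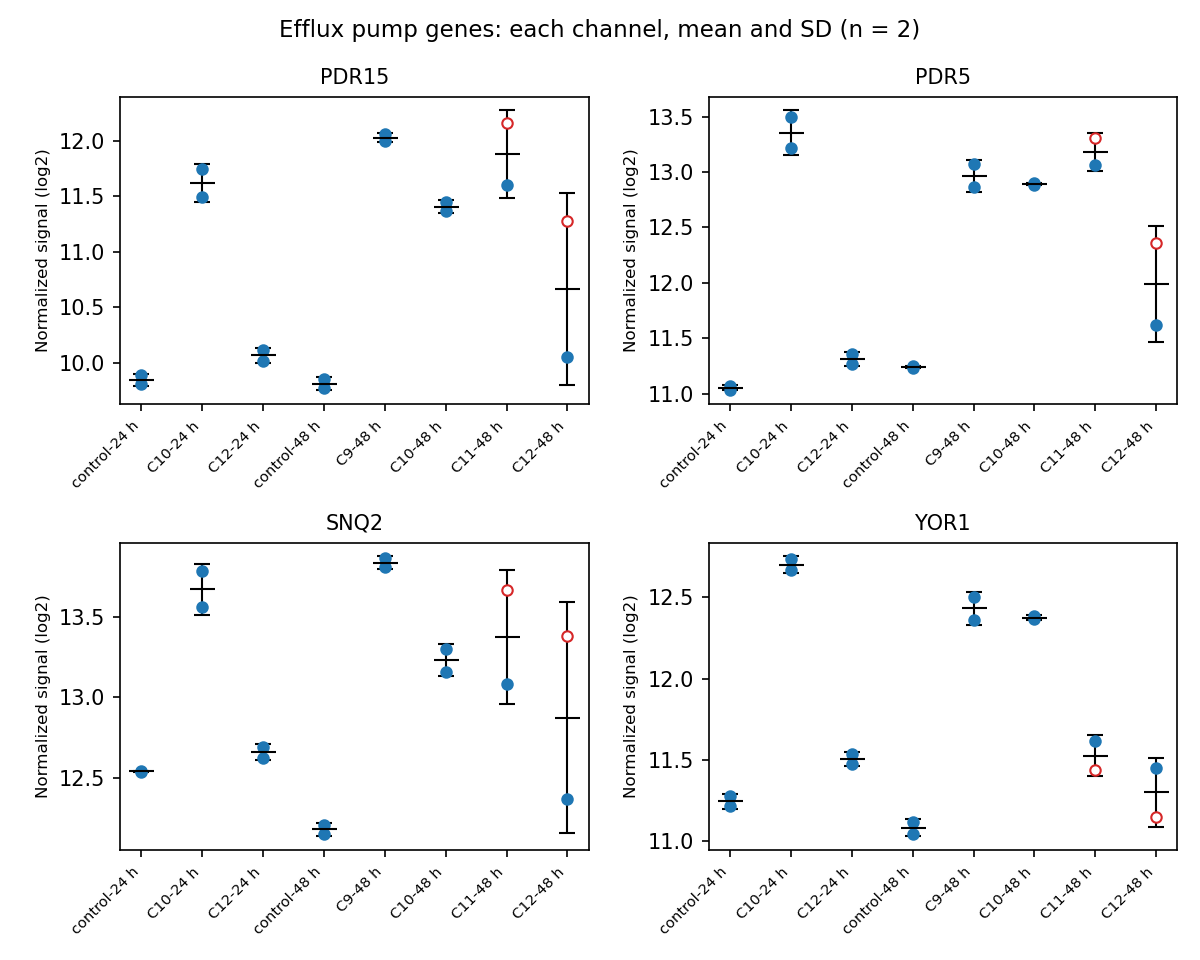
Normalized log2 signal of the 4 pump genes in each of the 8 RNA groups, with 1 point per channel (n = 2), a bar at the mean and the SD as error. Open red circles mark channels of the array with the dim centre, and *PDR5* lies at 13.36 ± 0.20 in C10-24 h and 11.05 ± 0.024 in control-24 h.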

Other than efflux pump genes, genes involved in stress response for radical detoxification, fatty acid and lipid synthesis, and hexose transport were also induced by alkanes. For example, *GRE* genes associated with multiple stresses [30] and heat shock protein gene *HSP12* were induced up to 16-fold, and fatty acid synthase genes *FAS1* and *FAS2* were induced over 4-fold. 

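In C9-48 h against control-48 h, *GRE1* (YPL223C) had a log2 signal of 14.84 ± 0.19 (SD, n = 2) against 10.90 ± 0.26 and was 15.3-fold higher. *GRE2* (YOL151W) was 4.15-fold higher and *HSP12* (YFL014W) 6.02-fold higher in the same comparison. The fatty acid synthase genes *FAS1* (YKL182W) and *FAS2* (YPL231W) were 5.21-fold and 5.45-fold higher in C9-48 h, with log2 signals of 14.32 ± 0.11 and 14.64 ± 0.15 (SD, n = 2). In C10-24 h, *GRE1* was 3.98-fold higher without passing (adjusted p = 0.0785), *HSP12* was 1.89-fold higher (adjusted p = 0.290), *FAS1* was 3.32-fold higher (adjusted p = 0.0509) and *FAS2* passed at 4.07-fold (adjusted p = 0.00653). In C10-48 h, *FAS1* was 3.34-fold and *FAS2* 4.40-fold higher (adjusted p = 0.0441 and 0.00720). These calls of *FAS1* and *FAS2* with C10 were lost without either replicate of C10-48 h vs C10-24 h, when the *FAS2* change in C10-48 h was 2.16 or 2.12 on the log2 scale. They were also lost without either replicate of C12-24 h vs control-24 h, when the *FAS2* change in C10-24 h was 2.06 or 1.99, and those in C10-48 h without either replicate of C9-48 h vs control-48 h, when it was 2.01 or 2.27. *FAS1* passed in C10-24 h without either replicate of C12-48 h vs C11-48 h (adjusted p = 3.9e-06).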

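The probe of *ACC1* (YNR016C), the acetyl-CoA carboxylase gene, lies on chromosome 14 from 654882 to 654941 of the sacCer1 build. In C9-48 h its log2 signal was 14.44 ± 0.058 (SD, n = 2), compared with 11.88 ± 0.10 in control-48 h, a 5.89-fold difference (log2 SE 0.16, adjusted p = 2.2e-07). It was 2.52-fold higher in C10-24 h (adjusted p = 0.215) and 2.90-fold higher in C10-48 h (adjusted p = 0.141), without passing in either. The *ACC1* signal in C10-48 h was 13.42 ± 0.40. Without either replicate of C12-48 h vs C11-48 h, the changes with C10 had the same size and passed, with adjusted p of 9.5e-05 in C10-24 h and 3.7e-05 in C10-48 h.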

Acetyl-CoA carboxylase gene *ACC1* was up-regulated about 6-fold. Acc1p is a biotin-containing enzyme that participates in fatty acid synthesis by converting acetyl-CoA to malonyl-CoA, which is a rate-limiting step in the fatty acid synthesis pathway [31]. In addition, *INO1* gene was induced over 50-fold, which is associated with synthesis of phosphatidylinositol by using glucose-6-P and CDP-DAG as precursors [32].

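*INO1* (YJL153C) encodes inositol-3-phosphate synthase, and its probe lies on chromosome 10 from 134238 to 134297 of the sacCer1 build. Its log2 signal was 14.06 ± 0.41 (SD, n = 2) in C9-48 h and 13.88 ± 0.35 in C10-48 h, compared with 8.53 ± 0.15 in control-48 h. In C10-24 h it was 14.32 ± 0.012, compared with 9.01 ± 0.081 in control-24 h. These differences corresponded to 46.2-fold in C9-48 h (adjusted p = 1.7e-09), 39.6-fold in C10-24 h (adjusted p = 0.00109) and 40.6-fold in C10-48 h (adjusted p = 0.00230). The C9-48 h and C10-48 h values were measured against the same control channels. No *INO1* call with C10 was lost without either replicate of C12-48 h vs C11-48 h. The *INO1* calls with C10 were lost without either replicate of C10-48 h vs C10-24 h, when the log2 change in C10-48 h was 5.10 or 5.59. The C10-24 h call was also lost without either replicate of C12-24 h vs control-24 h, when the change was 5.37 or 5.25 (adjusted p = 0.0912 and 0.109), and the C10-48 h call without replicate 1 of C9-48 h vs control-48 h (adjusted p = 0.0503).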

Upon alkanes exposure, six transcription factor genes, *ASH1*, *GAL4*, *NRG2*, *MGA2*, *YPR015C,* and *THI2*, were differentially regulated. 

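Of the 6 transcription factor genes, *MGA2* (YIR033W) was higher and YPR015C and *THI2* (YBR240C) were lower in all 3 comparisons. *MGA2* rose by 1.16 in C9-48 h, 1.67 in C10-24 h and 1.04 in C10-48 h on the log2 scale (adjusted p = 2.1e-07, 0.00423 and 0.0316). YPR015C changed by -2.01, -1.83 and -1.39 (adjusted p = 4.3e-09, 0.00335 and 0.0118). *THI2*, an activator of thiamine genes, had a log2 signal of 8.11 ± 0.076 (SD, n = 2) in C9-48 h against 10.68 ± 0.11 in control-48 h, a change of -2.58, and it changed by -1.31 in C10-24 h and -1.91 in C10-48 h. *ASH1* (YKL185W) and *NRG2* (YBR066C) passed in C9-48 h, at 1.13 and 1.08, and in C10-48 h, at 1.68 and 1.45. In C10-24 h their changes of 1.37 and 1.12 did not pass (adjusted p = 0.0793 and 0.0527). *GAL4* (YPL248C) was higher by 0.94, 0.85 and 0.94, less than 2-fold each time, with adjusted p of 2.4e-05, 0.246 and 0.197. With limma on processed signals the change of *GAL4* was 1.66 in C9-48 h and 1.53 in C10-24 h, and both passed. Over all genes tested, 5, 3 and 5 of the 6 genes passed in C9-48 h, C10-24 h and C10-48 h, and 5 passed in each when adjusted over the list alone, which is not independent evidence because the study chose the genes on these samples. No call of these factors with C10 was lost without either replicate of C12-48 h vs C11-48 h. Without replicate 1 of C9-48 h vs control-48 h, 4 of the 5 calls in C9-48 h, 2 of the 3 in C10-24 h and 0 of the 5 in C10-48 h were kept. Without either replicate of C10-48 h vs C10-24 h or of C12-24 h vs control-24 h, 0 of the C10 calls of these factors were kept.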

Because changes in gene expression levels of transcription factors frequently do not correlate with changes in their regulatory activities, to further identify transcription factors with perturbed regulatory activities under alkane exposure, we analyzed our transcriptome data using Network Component Analysis (NCA). NCA is an algorithm that calculates relative activities of transcription factors from gene expression data [13]. NCA results suggested that regulatory activities of nine transcription factors were changed upon exposure to C9 (48 h) and C10 (24 h, and 48 h) (Table 2). Among the nine transcription factor genes identified from NCA, the activities of six transcription factors were increased, and the activities of three were decreased. To further understand regulatory relationships between transcription factors and the genes involved in C9 and C10 response, a regulation matrix was generated by YEASTRACT (http://www.yeastract.com/) [33]. In the generated transcription networks (Figure 3), *INO2* showed regulation of genes associated with efflux pumps, stress response, lipid metabolism and ergosterol biosynthesis. Hereby, we predicted that *INO2* would most likely be one of the key transcription factors that regulate gene networks in response to alkanes exposure in *S. cerevisiae*. Further, the three repressed transcription factors (i.e. *CIN5*, *FHL1*, and *HAP1*) likely up-regulate their target genes such as *GRE2*, *GND2*, and *ERG6* (Figure 3). Therefore, there is a possibility that the aforementioned transcription factors induce genes associated with efflux pumps, stress response, and lipid metabolism in *S. cerevisiae* upon exposure to both C9 and C10.

**Table 2:** Transcription factors with activity changes, predicted by Network Component Analysis (NCA)

**Transcription factors**		**Regulatory activity**		
		**C10-24 h**	**C10-48 h**	**C9-48 h**
YKL112W	*ABF1*	+3	+3	+3
YKR099W	*BAS1*	+3	+3	+4
YDR123C	*INO2*	+12	+18	+19
YOL108C	*INO4*	+3	+4	+3
YGL162W	*SUT1*	+4	+5	+5
YDR207C	*UME6*	+6	+4	+4
YOR028C	*CIN5*	−2	−3	−10
YPR104C	*FHL1*	−3	−4	−8
YLR256W	*HAP1*	−3	−3	−7

Note: C10-24 h, cells exposed to C10 for 24 h compared to cells without alkane exposure for 24 h, C9- or C10-48 h, cells exposed to C9 or C10 for 48 h compared to cells without alkane exposure for 48 h. +, upregulation, -, downregulation.

**Figure 3:**
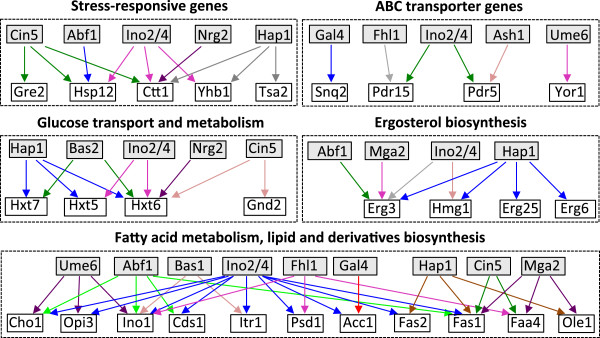
**The predicted transcription regulatory network.** Regulation matrices were generated by YEASTRACT (http://www.yeastract.com/) based on the documented regulations, with our transcription factors as regulator candidates and regulated genes as target candidates. Transcription factors are shown in a grey box, and target genes are in an open box. Genes regulated by the same transcription factor in each group are shown with arrows in the same color.

Based on our transcriptome data, and the functions and physiological roles of the regulated genes, we hypothesized that *S. cerevisiae* responded to alkanes stresses through integrative mechanisms (depicted in Figure 4). First, efflux pump genes (*YOR1, SNQ2, PDR5*, and *PDR15*) are induced to export intracellular alkanes to reduce alkane toxicity. Second, alkanes exposure generates radicals and induces stress-responsive genes towards radical detoxification. Alkane molecules penetrate cell wall, disperse into cytoplasmic membrane, and generate radicals (e.g. reactive oxygen species (ROS), and NO), while stress-responsive genes (*GRE1*, *GRE2*, *CTT1*, *HSP12*, *TSA2*, and *YHB1*) are induced to detoxify radicals including ROS. 

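*CTT1* (YGR088W), the cytosolic catalase gene, had the largest change of the 6 stress genes after *GRE1*, with a log2 fold change of 3.13 in C9-48 h (SE 0.12, n = 2 channels per group). It rose by 1.77 in C10-24 h (adjusted p = 0.0358) and by 1.95 in C10-48 h (adjusted p = 0.0208). *TSA2* (YDR453C), a thioredoxin peroxidase gene, rose by 1.51 in C9-48 h and 1.83 in C10-48 h, and by 1.27 in C10-24 h, where it did not pass (adjusted p = 0.175). *YHB1* (YGR234W), which encodes a nitric oxide oxidoreductase, rose by 1.26 in C9-48 h and 1.76 in C10-24 h and did not pass in C10-48 h (adjusted p = 0.136). *GRE2* (YOL151W) changed by 1.39 in C10-24 h and 1.69 in C10-48 h and passed in both (adjusted p = 0.0274 and 0.0118). Over all genes tested, 6 of the 6 genes passed in C9-48 h, 3 in C10-24 h and 5 in C10-48 h. When adjusted over the list alone the numbers were 6, 5 and 6, which is not independent evidence because the study chose the genes on these samples. With the test named in the methods and Benjamini-Hochberg adjustment, 0 of the 5 calls in C10-48 h were kept. None of the calls with C10 was kept without any one of the 6 arrays other than those of C12-48 h vs C11-48 h, whereas all 6 calls with C9 were kept without any one of the 8.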

Notably, in line with this hypothesis, we observed that ROS levels were increased by 110% and 78% in *S. cerevisiae* upon exposure to C9 and C10, respectively (Additional file 3). Such increase in ROS levels is most likely correlated with alkanes toxicity. Third, more energy sources are generated through acceleration of glucose and fatty acid metabolism. 

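In C9-48 h, the log2 signal of *HXT6* (YDR343C) was 14.04 ± 0.014 (SD, n = 2) against 10.76 ± 0.12 in control-48 h, and that of *HXT7* (YDR342C) was 14.86 ± 0.0046 against 11.56 ± 0.13. The changes were 3.28 for *HXT6* and 3.30 for *HXT7* (adjusted p = 1.1e-06 and 2.3e-06). *HXT5* (YHR096C) rose by 2.27 in C9-48 h (adjusted p = 5.6e-09) and by 1.24 in C10-24 h (adjusted p = 0.0437), and it was the member of the 3 that passed with C10 at both times. With C10, *HXT6* rose by 2.42 after 24 h and 2.98 after 48 h, and *HXT7* by 1.79 and 2.72, without passing (adjusted p = 0.150, 0.0691, 0.375 and 0.136). Over all genes tested, 3, 1 and 1 of the 3 genes passed in C9-48 h, C10-24 h and C10-48 h, against 3, 2 and 3 when adjusted over the list alone, which is not independent evidence because the study chose the genes on these samples. The alternative that moved the list most was a term for the dye, under which its median in C10-48 h went from 2.72 to 3.65. The calls of *HXT5* with C10 were lost without any one of the 6 arrays other than those of C12-48 h vs C11-48 h.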

Hexose transport genes (*HXT5, HXT6*, and *HXT7*) are induced to increase glucose import. Thereafter, energy sources (FADH, NADH, NADPH, and ATP) are enriched through enhanced glucose metabolism involving pentose phosphate pathway *(GND2*)*,* β-oxidation of fatty acids *(FAA4*, and *POT1*), and *ALD3*-involved pathways. 

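*GND2* (YGR256W), which encodes a phosphogluconate dehydrogenase of the pentose phosphate pathway, rose by 2.45 in C9-48 h (SE 0.098, adjusted p = 5.6e-09) on the log2 scale. It passed in C10-48 h with 1.44 (adjusted p = 0.0285) and did not in C10-24 h, where it rose by 1.23 (adjusted p = 0.0541). *FAA4* (YMR246W), an acyl-CoA synthetase gene, rose by 1.77 in C9-48 h and 1.93 in C10-24 h, and by 1.41 in C10-48 h without passing (adjusted p = 0.105). *POT1* (YIL160C), the gene of the peroxisomal thiolase, had a log2 signal of 9.56 ± 0.24 (SD, n = 2) in C9-48 h against 7.21 ± 0.10 in control-48 h and was 5.09-fold higher. Its changes of 1.02 in C10-24 h and 1.05 in C10-48 h did not pass (adjusted p = 0.384 and 0.353). *ALD3* (YMR169C), an aldehyde dehydrogenase gene, passed in all 3 comparisons with 3.72, 1.84 and 2.76 (adjusted p = 1.6e-09, 0.0240 and 0.00548). Over all genes tested, 4, 2 and 2 of the 4 genes passed in C9-48 h, C10-24 h and C10-48 h, and 4, 3 and 3 did when adjusted over the list alone, which is not independent evidence because the study chose the genes on these samples. On processed signals shifted to a common 75th percentile, the C9-48 h median moved from 2.40 to 2.77. None of the calls with C10 was kept without any one of the 6 arrays other than those of C12-48 h vs C11-48 h.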

ATP may be used for alkanes export by efflux pumps. Fourth, the increase in glucose import and consumption aids in modifying membrane components (i.e. lipid, and ergosterol), thereby helping cells to adapt to alkanes exposure. Enriched glucose inside the cells may lead to the synthesis of more fatty acids, lipids, and derivatives (i.e. phospholipid, glycerophospholipid, phosphatidylinositol, and phosphatidylcholine), contributed to by such induced genes as *FAS1, FAS2*, *ACC1*, *ICT1*, *OLE1*, *CHO1*, *PSD1*, *INO1*, *ITR1*, and *OPI3*. 

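All 10 genes passed both thresholds in C9-48 h, 5 in C10-24 h and 7 in C10-48 h. When adjusted over the list alone these numbers were 10, 8 and 10, which is not independent evidence because the study chose the genes on these samples. *ICT1* (YLR099C), *PSD1* (YNL169C) and *ITR1* (YDR497C) passed in all 3 comparisons, as *FAS2* and *INO1* did. *ITR1*, an inositol transporter gene, rose by 2.39 in C9-48 h, 2.27 in C10-24 h and 2.42 in C10-48 h on the log2 scale (adjusted p = 8.7e-09, 0.00433 and 0.00548). *PSD1*, which encodes phosphatidylserine decarboxylase, rose by 1.31, 1.53 and 1.49. *ICT1*, a lysophosphatidic acid acyltransferase gene, rose by 1.67 in C9-48 h and 1.61 in C10-24 h. *OPI3* (YJR073C) rose by 2.41 in C9-48 h (SE 0.15, adjusted p = 1.9e-07), and in C10-48 h it passed with 2.45. Its change of 1.61 in C10-24 h did not pass (adjusted p = 0.0929). *OLE1* (YGL055W) and *CHO1* (YER026C) rose by 1.88 and 1.41 in C9-48 h, where the OLE1 signal was 15.50 ± 0.33 against 13.62 ± 0.28 (SD, n = 2). With C10 for 48 h they rose by 1.94 and 1.36 without passing (adjusted p = 0.215 and 0.115). Without normalization between arrays, 2 of the 5 calls in C10-24 h and 2 of the 7 in C10-48 h were kept. No call of these genes with C10 was lost without either replicate of C12-48 h vs C11-48 h. Without either replicate of C10-48 h vs C10-24 h, 0 of the 12 calls with C10 were kept. Without either replicate of C12-24 h vs control-24 h, 0 of the 5 calls in C10-24 h and 1 of the 7 in C10-48 h were kept, and without replicate 1 or 2 of C9-48 h vs control-48 h 4 of the 5 in C10-24 h and 0 or 1 of the 7 in C10-48 h.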

Further, ergosterol biosynthesis is enhanced by the four induced genes *HMG1*, *EGR3, ERG6*, and *ERG25*. Such a change in the expression of genes involved in lipid and ergosteols metabolism may lead to membrane modification, possibly facilitating adaptation to alkanes exposure.

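*ERG25* (YGR060W) and *ERG6* (YML008C) had the largest changes, with log2 fold changes of 1.87 and 1.75 in C9-48 h (SE 0.094 and 0.17, adjusted p = 3.5e-08 and 7.2e-06, n = 2 channels per group). *HMG1* (YML075C) and *ERG3* (YLR056W) rose by 1.26 and 1.02 (adjusted p = 3.5e-07 and 7.7e-05). In C10-48 h, *ERG25* passed at 2.82-fold (adjusted p = 0.0201), whereas *ERG6*, *ERG3* and *HMG1* rose by 1.49, 1.02 and 1.00 without passing (adjusted p = 0.195, 0.269 and 0.0673). In C10-24 h the rises were 1.10 for *HMG1*, 1.14 for *ERG3*, 1.19 for *ERG6* and 0.95 for *ERG25*, with adjusted p between 0.0513 and 0.322. With limma, 4, 0 and 1 of the 4 genes passed over all genes tested in C9-48 h, C10-24 h and C10-48 h, and 4, 3 and 4 when adjusted over the list alone, which is not independent evidence because the study chose the genes on these samples. Without normalization between arrays the median in C10-24 h moved from 1.12 to 0.88. Without replicate 2 of C9-48 h vs control-48 h, 3 of the 4 calls in C9-48 h and 0 of the 1 in C10-48 h were kept. The call in C10-48 h was lost without any one of the 6 arrays other than those of C12-48 h vs C11-48 h.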

**Figure 4:**
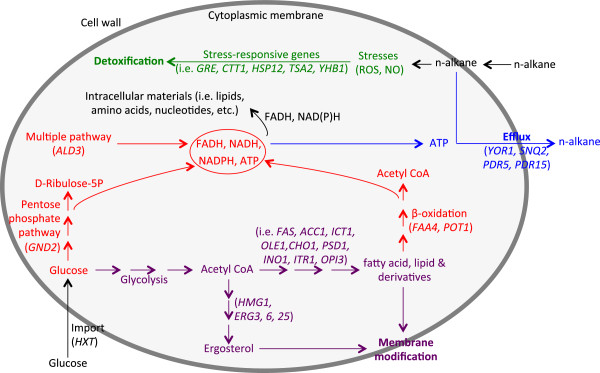
**Schematic representation of hypothesized mechanisms of cellular response to alkanes in *S. cerevisiae*.** The mechanisms include alkane efflux (blue), detoxification of radicals (green), energy supply (red), and membrane modification (purple).

### Overexpression of efflux pumps leads to improved tolerance to biofuel alkanes

Among the aforementioned mechanisms, we were interested in further identifying roles of plasma membrane efflux pumps in alkane tolerance and export because (i) plasma membrane efflux pumps are the first line of defense against drugs or organics, and (ii) microbial efflux pumps reportedly serve as a direct mechanism to improve biofuel tolerance [4,34-37] as well as productivity [4]. In fungi, efflux pumps, especially ATP-binding cassette (ABC) efflux pumps (e.g. Pdr5p and Snq2p in *S. cerevisiae*, Cdr1p and Cdr2p in *Candida albicans*), which contribute to multidrug efflux resistance, have been most extensively studied [25-28,38]. In our study, all the four efflux pumps induced by alkanes are ABC transporters, and considered as major pleiotropic drug transporters that comprise a PDR network in yeast [39]. Among them, Snq2p, Pdr5p, and Pdr15p belong to a pleiotropic drug resistance (PDR) protein subfamily, and Yor1p belongs to a multidrug resistance-associated protein (MRP) subfamily. Their protein architecture contains multiple transmembrane domains (TMDs) that bind chemical compound and provide a translocation channel, and nucleotide-binding domains (NBDs) that couple ATP hydrolysis to substrate transport. Given that the induced ABC efflux pumps play roles in reducing intracellular alkane accumulation, tolerance of *S. cerevisiae* cells against alkanes could be improved. Hence, we formed a hypothesis that the significantly induced efflux pumps might also help cells to reduce the intracellular alkane accumulation and thus, provide protection to cells against alkanes.

To identify roles of each of the induced efflux pumps in reducing intracellular alkane levels and improving alkane tolerance levels, we constructed triple knock-out mutants of efflux pumps, BYL251K (*yor1∆ snq2∆ pdr5∆*) and BYL2515K (*snq2∆ pdr5∆ pdr15∆*). Subsequently, we cloned the four efflux pump genes (*YOR1*, *SNQ2*, *PDR5*, and *PDR15*) into plasmid pYES2 respectively, and transformed recombinant plasmids into the triple mutants. Under control of the galactose-inducible promoter P_GAL1_ and exposure to alkanes, the aforementioned efflux pump genes (*YOR1*, *SNQ2*, and *PDR5*) were expressed in the triple mutant BYL251K respectively, and *PDR15* was expressed in the triple mutant BYL2515K. Cell tolerance and intracellular alkane levels were then analyzed (Figure 5, and Additional file 4: Figure S3). Figure 5A shows that there was similar growth among the BYL251K cells with pYES2 (control) and with *SNQ2* or *PDR5* in an alkane-free induction medium. Upon exposure to C10, cell growth of the triple mutant BYL251K expressing each of Snq2p and Pdr5p was significantly enhanced, compared to BYL251K with the plasmid pYES2 (Figure 5B). This result suggested that expression of Snq2p and Pdr5p, respectively, increased cellular tolerance to C10. Furthermore, Figure 5C shows that upon 24 h exposure to C10, intracellular C10 amount was lowered by 25% and 33% in the triple mutant BYL251K expressing either Snq2p or Pdr5p. This result indicated a crucial role of Pdr5p and Snq2p in reducing the intracellular C10 levels, consistent with the hypothesis on the role of efflux pumps in improving alkane tolerance as mentioned above. Furthermore, we tested growth of cells expressing Pdr5p and Snq2, respectively, under 5% C11. In support of our hypothesis, the triple knock-out mutant BYL251K expressing the efflux pump Snq2p or Pdr5p showed much higher cell density than the control cells, even though C11 did not induce expression of those efflux pumps according to our microarray data. This result suggested that tolerance to C11 was significantly improved by the efflux pumps Snq2p and Pdr5p. 

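In C11-48 h against control-48 h, the log2 signal of *PDR5* (YOR153W) was 13.18 ± 0.17 (SD, n = 2) against 11.24 ± 0.0098, a log2 fold change of 1.94 (SE 0.33) that did not pass over all genes tested (adjusted p = 0.0638). *SNQ2* (YDR011W) changed by 1.19 (SE 0.35, adjusted p = 0.179). *PDR15* (YDR406W) and *YOR1* (YGR281W) changed by 2.07 and 0.44 (adjusted p = 0.105 and 0.204). Over all genes tested 0 of the 4 pump genes passed with limma, and 3 passed when adjusted over the list alone, which is not independent evidence because the study chose the genes on these samples. At an unadjusted p under 0.05 from the same model, *PDR5*, *SNQ2* and *PDR15* passed, and with the test named in the methods *PDR5* and *PDR15* did, whereas on processed signals that test passed *PDR15* and not *PDR5*. One of the C11-48 h replicates was measured on the array with the dim centre. Without that array the changes were 1.82 for *PDR5* and 1.80 for *PDR15*, which passed (adjusted p = 1.6e-05 and 1.0e-05), and 0.90 for *SNQ2*, which remained under 2-fold (adjusted p = 0.00018). With only the spots in the dim area left out, a choice made after the data had been seen, *PDR5* changed by 1.73, *PDR15* by 1.83 and *SNQ2* by 1.01, and all 3 passed (adjusted p = 4.7e-05, 0.00015 and 0.0022). With replicate 1 left out instead, *PDR5*, *PDR15* and *SNQ2* changed by 2.06, 2.35 and 1.48, on the dim array alone. On that array C12-48 h also lay above the control-48 h mean, at 12.36 against 11.24 for *PDR5* and 13.38 against 12.18 for *SNQ2*. These changes therefore cannot decide whether C11 induced the genes. *PDR5* also passed on processed signals with both scalings, with quantile normalization, with the stricter filter on dim probes and with a term for the dye. Without normalization between arrays it changed by 1.23 and did not pass (adjusted p = 0.114), while *YOR1* turned to -0.33, with a median over all genes of -0.70 there and 0.11 with that normalization. In C12-48 h on the same arrays, *PDR5* rose by 0.75 (adjusted p = 0.369).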

Further, Figure 5C shows that intracellular C11 levels were lowered by 87.4% and 94.4% in the triple mutant BYL251K expressing Snq2p and Pdr5p, respectively. This result indicated a crucial role of Pdr5p and Snq2p in reducing the intracellular C11 levels, consistent with the aforementioned hypothesis on the role of efflux pumps in improving the tolerance to C11. Note that the Resistance-Nodulation-Division (RND) efflux pumps such as AcrAB-TolC pump, Mex pumps, Ttg pumps from Gram-negative bacteria have been previously studied as an effort to improve tolerance to biofuels in bacteria [34,35,37,40]. However, the RND pumps utilize proton or sodium gradients as a source of energy [41,42] instead of ATP by ABC efflux pumps. This suggests that yeast and gram-negative bacteria employ different types of efflux pumps for improving the biofuel tolerance.

**Figure 5:**
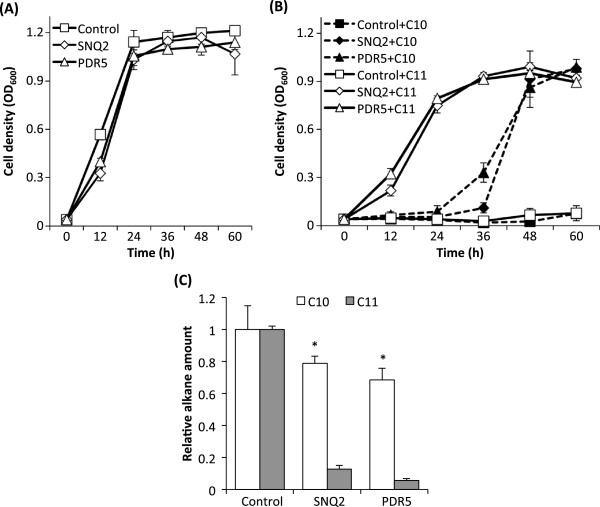
**Growth of triple knock-out mutants expressing efflux pumps and their intracellular alkane levels under alkane exposure.** The triple mutant BYL251K (*yor1∆ snq2∆ pdr5∆*) expressing Snq2p and Pdr5p, respectively, were grown in induction media without alkanes **(A)** or with 2% C10 or 5% C11 **(B)**. OD_600_ values represent cell density. After 24 h exposure, intracellular C10 and C11 levels were measured by GC and normalized to the total protein amount and the internal standard C12 **(C)**. Alkane amount in control cells was set as 1. Control, the triple mutant BYL251K with pYES2. Error bars represent standard derivations of at least three biological replicates. *, statistically significant difference (Student *t*-test, p < 0.05) compared to cells with pYES2.

However, even though the efflux pump genes (*YOR1*, *SNQ2*, *PDR5,* and *PDR15*) were all induced by both C9 and C10 according to our microarray data (Additional file 3), there was no improvement in tolerance against C9 by complementation of each of the four efflux pumps. In addition, there was no improvement in tolerance against C10 and C11 by complementation of Yor1p or Pdr15p. This outcome was probably due to variance in substrate binding efficacy of various efflux pumps, and/or the involvement of such mechanisms as stress response and membrane modification, in addition to efflux pumps, in cellular tolerance to C9. 

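The changes of the 4 pump genes with C9 and with C10 were compared with each other. C9-48 h exceeded C10-48 h by 0.62 for *PDR15*, 0.60 for *SNQ2*, 0.075 for *PDR5* and 0.056 for *YOR1* on the log2 scale (n = 2 channels per group). None of these differences passed, with adjusted p of 1.00 for each and unadjusted p between 0.108 and 0.826. For *PDR5* and *YOR1* the signals of both alkanes overlapped, and for *SNQ2* and *PDR15* both replicates of C9-48 h lay above those of C10-48 h. The SE was 0.35 for *SNQ2* and 0.40 for *PDR15*, from a spread shared with the array with the dim centre, which holds neither group. The SD in C9-48 h and C10-48 h was 0.038 and 0.099 for *SNQ2*, and 0.043 and 0.060 for *PDR15*. The test therefore cannot exclude a difference between C9 and C10 for *SNQ2* and *PDR15*. Between C10-48 h and C10-24 h on the same arrays, the 4 genes changed by -0.46 to -0.21 and 0 passed with limma.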

Engineering approaches such as site-mutation, evolutionary engineering, and gene shuffling can be employed to improve substrate binding efficacy [10,43-45]. Other than the indigenous efflux pumps in *S. cerevisiae*, efflux pumps from other microbes can also be introduced to improve tolerance against biofuel alkanes. In addition, future studies could include use of other cellular mechanisms besides efflux pumps as an effort to improve alkane tolerance.

## Conclusions

To our knowledge, this is the first report providing the evidence of the direct linkage between alkane tolerance and indigenous efflux pumps, and of being able to develop alkane-tolerant *S. cerevisiae* by directly harnessing indigenous efflux pumps. Herein, we first confirmed that C9, C10, and C11 were significantly toxic and accumulated in *S. cerevisiae*. Transcriptome analyses suggested that C9 and C10 induced a range of cellular mechanisms such as efflux pumps, membrane modification, radical detoxification, and energy supply. Since efflux pumps could possibly aid in alkane export, thereby reducing the cytotoxicity, we formed the hypothesis that those induced efflux pumps could contribute to alkane tolerance. In support of this hypothesis, we demonstrated the roles of the efflux pumps Snq2p and Pdr5p in reducing the intracellular levels of C10 and C11, and enhancing the tolerance levels against C10 and C11. This result provided the evidence that Snq2p and Pdr5p were associated with alkane export and tolerance in S. *cerevisiae*. We believe that the results here provide valuable insights into designing microbial engineering strategies to improve cellular tolerance for highly efficient alkane biofuel production.

## Methods

### Strains, chemicals and plasmids

*S. cerevisiae* BY4741 (MATa; his3 ∆1; leu2∆0; met15∆0; ura3∆0) was obtained from ATCC (American Type Culture Collection), and gene deletion mutants were constructed in this study (Additional file 3). Yeast extract and peptone were obtained from BD (NJ, USA). Alkanes and other chemicals were obtained from Sigma-Aldrich unless specifically mentioned. pUG6 and pSH47 were used for gene deletion and marker rescue in yeast cells. Plasmid pYES2 (Invitrogen, Grand Island, NY, USA) was used for gene expression in yeast cells. *E. coli* Top10 was used for gene cloning.

### Growth conditions

*S. cerevisiae* strains were grown in YPD medium (Yeast extract 10 g/l, Peptone 20 g/l, and D-Glucose 20 g/l), minimum medium (Yeast Nitrogen Base 6.7 g/l, D-Glucose 20 g/l, L-Leucine 0.2 g/l, Uracil 0.1 g/l, 2% n-alkanes; Yeast Nitrogen Base 6.7 g/l, D-Glucose 20 g/l, Yeast Synthetic Drop-out Medium Supplements-Ura^-^ 1.92 g/l), or induction medium (Yeast Nitrogen Base 6.7 g/l, Raffinose 10 g/l, Galactose 20 g/l, and Yeast Synthetic Drop-out Medium Supplements-Ura^-^ 1.92 g/l) at appropriate temperatures. *E. coli* cells were grown in LB broth at 37°C. Geneticin G418 (PAA Laboratories GmbH, AT) or Ampicillin was used at 200 μg/ml and 100 μg/ml, respectively.

### Cell viability, membrane integrity and reactive oxygen species (ROS)

*S. cerevisiae* BY4741 cells were grown overnight in YPD, diluted into minimal medium with amino acids which contains each of 2% alkanes (C9-C12) with an initial OD_600_ of 0.2, and followed by shaking incubation at 28°C, and viable cells measurement by CFU (Colony Forming Unit) counting. To investigate whether these alkanes resulted in membrane damage, membrane permeability was analyzed by cell staining. After exposure to alkanes, cells were stained with fluorescent nucleic acid stains SYTO 9 and propidium iodide (PI) (Invitrogen) that only penetrates cells with damaged membrane. Finally, signal intensity in cells was measured using Synergy HT multi-mode microplate reader (Biotek, VT, USA) at wavelength of 485/20 nm (excitation), 528/20 nm (SYTO 9 emission), and 645/40 nm (PI emission). To investigate reactive oxygen species (ROS) generation, alkane-treated cells were collected and stained by CellROX® Green Reagent (Life Technologies). Fluorescence signals were measured by TECAN Infinite 200 microplate reader at wavelength of 485 nm (excitation)/535 nm (emission) and normalized to cell density (OD_600_).

### Alkane extraction and detection

Alkanes were extracted by chloroform-methanol extraction method [46] with modifications. Firstly, yeast cells were collected and washed with 50 mM Tris.Cl (pH 7.4) then resuspended in 0.4 ml chloroform/methanol mixture (v/v: 2/1). Subsequently, 0.3 g acid-washed glass beads (425-600 μm, Sigma-Aldrich) were added into each sample and cells were lysed using FastPrep-24 (MP Biomedicals, Solon, OH, USA). Then, after the lysate was centrifuged at 4°C at maximum speed for 10 min, an appropriate volume of chloroform and 50 mM Tris.Cl were added to the supernatant for extraction. Finally, the chloroform phase with alkanes was transferred into glass vials for Gas Chromatography (GC) analysis. This was performed using Agilent GC 7890A system (Agilent Technologies, Santa Clara, CA, USA) under the following conditions. With Agilent HP-5 GC column, oven temperature was started at 40°C for 30 sec, and was ramped from 40°C to 220°C at 40°C/min, and FID detector temperature remained at 275°C. A mixture of n-alkanes (10 ppm each) was used as the standard for GC analysis.

### RNA preparation, transcriptome analysis, and quantitative PCR

Total RNA was extracted with lyticase for cell wall disruption using RNeasy Mini Kit (Qiagen, Hilden, Germany). Total RNA concentration and integrity were measured using NanoDrop (Thermo Scientific, Wilmington, DE, USA) and Agilent Bioanalyzer 2100, respectively. Subsequently, 200 ng of the qualified total RNA was transcribed and labeled using Agilent RNA Spike-in Kit and Low Input Quick Amp Labeling Kit (two colors). The Cy3- or Cy5-labeled cRNA was hybridized onto Yeast (V2) Gene Expression Microarray (8 × 15 K) at 65°C for 17 h, using Agilent GE Hybridization Kit. Thereafter, the microarray slide was scanned using Agilent Microarray Scanner G2505B. The two-color scanning data were extracted using Agilent Feature Extraction software (v10.5) and analyzed using GeneSpring GX 11. From two biological replicates, differentially expressed genes were selected based on their p values (<0.05, *t*-test) and fold changes (FC) in n-alkane-treated cells in comparison to control cells (≥2.0).

To validate the microarray data, quantitative PCR (qPCR) was performed with primers targeting the selected genes (Additional file 3) and SsoFast™ EvaGreen® Supermix using iQ5 real-time PCR detection system (Bio-Rad). The qPCR data analysis was conducted with *ACT1* as a reference gene using Bio-Rad iQ5 optical system software.

### Network component analysis (NCA)

The Network Component Analysis is an algorithm that calculates relative activities of transcription factors from gene expression data [13]. In brief, a matrix of gene expression data ([E]), which contain genes in rows and experimental conditions in columns, are prepared for NCA analysis. Subsequently, the [E] matrix is decomposed into two matrices, a connectivity strength (CS) matrix ([A]) with transcription factors (columns) and genes (rows) and a transcription factor activity (TFA) matrix ([P]) with transcription factors (rows) an experimental conditions (columns). In our study, to perform NCA analysis, first, genes in the gene expression data matrix ([E]) were built from 147 genes (fold changes ≥ 2.0, and p values < 0.05), up- or down-regulated under the three conditions (C10 vs. control at 24 h and 48 h, and C9 vs. control at 48 h); second, the connectivity strength (CS) matrix [A] from Lee and coworkers [47] was used to primarily define connectivity relations between the genes and the transcription factors; third, the final TFA matrix [P] was deduced by NCA.

### Yeast gene deletion

Gene deletion was carried out as previously described [48]. Briefly, *loxP-Kan-loxP* gene disruption cassettes were amplified using PCR with primers as shown in Additional file 3 and pUG6 as the template, which were then purified using QIAquick Gel Extraction Kit (Qiagen). The purified cassettes were used for yeast transformation as previously described. The colonies were screened on YPD plates containing 200 μg/ml G418 and confirmed by PCR. To perform marker rescue, pSH47 was transformed into mutants, selected on minimal medium (Ura^-^) plates, and followed by Cre/loxP-mediated marker removal in induction medium. Finally, selection for the loss of marker was performed in YPD containing 1 mg/ml 5-fluoro-orotic acid (Thermo Scientific).

### Plasmid construction and analyses of yeast strains overexpressing efflux pump genes

The gene specific primers (Additional file 3) and iProof High-Fidelity DNA Polymerase (Bio-Rad) were employed to amplify target genes by PCR with *S. cerevisiae* BY4741 genomic DNA as a template. DNA fragments were purified and cloned into an expression vector pYES2. The recombinant plasmids were prepared using QIAprep Miniprep Kit (Qiagen), transformed into *S. cerevisiae* mutants by electroporation [49], and followed by selection on Geneticin-containing minimal medium plates. To investigate effects of mutants expressing efflux pumps on cell growth and alkane accumulation, cells harboring a recombinant plasmid were grown in an induction medium plus alkanes. Subsequently, optical density of cells at 600 nm (OD_600_) and intracellular alkanes were measured.

## Abbreviations

NCA: Network component analysis; C9: n-nonane; C10: n-decane; C11: n-undecane; C12: n-dodecane.

## Competing interests

The authors declare that they have no competing interests.

## Authors’ contributions

HL and MWC conceived the project, designed the experiments, and wrote the manuscript. HL and BC conducted the experiments. HL, BC, AK and JL analyzed the data. MWC supervised the project. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1: Figure S1 Cell morphology of *S. cerevisiae* BY4741 cells upon exposure to 2% C9. C9-treated cells were collected for FESEM (Field Emission Scanning Electron Microscopy) analysis after exposure to C9 for 48 h. For sample preparation, cells were washed with Tris.Cl (pH 7.4) immediately after alkane treatment, and then fixed in 2% glutaraldehyde at 4°C for overnight followed by 1% osmium tetroxide for 10 min. Cell samples were dehydrated through ethanol: 2 min in each of 30%, 50%, 70%, 95% (twice) and 100% (three times). Thereafter, cells were loaded onto silicon slides and dried. Then, samples were coated with platinum and observed using FESEM JSM-6700 F (JEOL). Control, *S. cerevisiae* BY4741 cells in alkane-free medium. Click here for file

Additional file 2: Figure S2 GC chromatograms of alkanes extracted from *S. cerevisiae* BY4741 cells. Control, cells without alkanes, IS, internal standard, C13, n-tridecane. Peaks were indicated by arrows. Click here for file

Additional file 3: Table S1 List of genes differentially regulated in *S. cerevisiae* upon exposure to alkanes. This table contains 7 sub-tables (A-G): A. Genes differently regulated upon exposure to C10 (24 h, and 48 h) and C9 (48 h); B. C9-48 h; C. C10-24 h; D. C10-48 h; E. C11-48 h; F. C12-24 h. G. C12-48 h. **Table S2.** Validation of microarray data by qPCR upon exposure to C10 for 48 h. **Table S3.** ROS levels in *S. cerevisiae* upon exposure to C9 and C10 for 24 h. **Table S4.** Yeast strains and plasmids used in this study. **Table S5.** Primers used in this study. Click here for file

Additional file 4: Figure S3 GC chromatograms of C10 and C11 from *S. cerevisiae* BYL251K cells. IS, internal standard. Peaks were indicated by arrows. Click here for file

How the deposited data were processed for this re-analysis (not part of the article)

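The transcriptome of *S. cerevisiae* BY4741 was measured with dual-colour Agilent 8 × 15K Yeast (V2) arrays, all 8 of them on 1 slide that was read in 1 scan. Cells were grown with 2% (v/v) C9, C10, C11 or C12 or without alkane, and RNA was taken after 24 h or 48 h. The arrays compared C9-48 h with control-48 h, C12-24 h with control-24 h and C10-48 h with C10-24 h, each in 2 replicates with the first RNA in Cy5, and C12-48 h with C11-48 h in 2 replicates with the dyes exchanged. The paper gives 2 biological replicates, and 200 ng of RNA was used for each channel. It was not found in the paper or the labels whether the dye-swapped array used separate RNA extracts, and it was treated as a biological replicate. The paper gives the yeast nitrogen base as 6.7 g/L, and the sample labels give 1.6 g/L.

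The authors extracted the spot intensities from the scans with Agilent Feature Extraction, which the paper gives as v10.5 and the file headers as an earlier version. Per the file headers, the mean signals and the median local backgrounds are intensity values as scanned, and the processed signals are intensity values from which Feature Extraction subtracted the background and spatial trends and which it normalized between dyes. The log10 ratios deposited by the authors are those of Feature Extraction, Cy5 over Cy3, and the dye-swapped array was not turned. They equalled the log10 ratio of the processed signals within 0.0001 for 88.8% to 98.5% of the spots per array, with differences of up to 0.65 in the others, the reason for which was not found. It was checked that the authors' series table equals these log10 ratios for all 13048 features of each array. The paper's methods name GeneSpring GX 11, a t-test at p under 0.05 and a 2-fold threshold, and no normalization between arrays or adjustment for multiple tests was found in the text or the additional files.

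The mean signals were background-corrected with the normexp method at an offset of 50, normalized within arrays by global loess and between arrays by scaling the average intensities to common quantiles. Spots that Feature Extraction marked as outliers were left out, which concerned 11 genes. The 2 spots of each probe were averaged, then the probes of a gene, since 27 of the 6228 genes had 2 or 3 probes. Genes were named by the identifiers of the arrays, of which 5740 matched the reference names, and probe positions were those of the files (sacCer1). A gene was tested when at least 50% of its spots were well above background in both channels of at least 1 RNA group, which left 6041 genes and filtered out 187. No probe spot was saturated. The share of spots well above background was 88.0% to 97.0% per channel, except 75.7% and 84.7% on the array with the dim centre, which limits how small a change can be measured there.

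The 16 channels entered a separate-channel linear model in limma 3.58.1 with statmod 1.5.0, R 4.3.3 and data.table 1.17.8, with 8 RNA groups, an intraspot correlation of 0.891 and 8 residual degrees of freedom. All p values of single genes are moderated p values of limma, adjusted by Benjamini-Hochberg where called adjusted, and a gene was called at an adjusted p under 0.05 with a change of at least 2-fold. The same model compared C10-48 h with C10-24 h, C12-48 h with C11-48 h, control-48 h with control-24 h and C9-48 h with C10-48 h, and tested whether the response to C10 differed between 48 h and 24 h. For genes not well above background in 1 of the groups compared, the change was given as a limit, with that group set on each array to the higher of the lowest signal well above background and the gene's own signal. The limit equals the fitted change where the gene's own signal is the higher one, and it is open to dye effects outside the dye-swapped arrays.

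Lists of heat shock genes (30), sugar transport genes (26, of which 22 were tested), PDR genes (20), thiamine genes (21), Ino2p and Ino4p target genes (22) and other ABC transporter genes (17) were tested with camera at a preset correlation of 0.01, two-sided, with fry beside it, and camera's p is given adjusted over the 6 lists of a comparison. The alternatives for lists were judged by the unadjusted p. The lists were written from general knowledge after the paper's lists of regulated genes had been read. The named genes were those that the paper's text or its Table 2 names, the qPCR genes, the genes of its lists for C12, the marker genes deleted wholly or in part in BY4741, and the 3 largest rises and 3 largest falls of each comparison among called genes whose replicates did not overlap. The copy of the paper's C9-48 h list held 691 of 692 genes and was therefore not compared with the calls.

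The alternatives tried were no background correction, processed signals with both scalings, quantile normalization, no normalization between arrays, no filter or a stricter filter on dim probes (5297 genes), the brightest probe of a gene, a term for the dye, a replicate block, the groups compared alone, within-array log ratios, the series table, the methods' test, limma's unadjusted p, no fold threshold, fry, and each array left out in turn. The steps were tested on simulated data with 200 changed genes per comparison, of which 81.0% to 100% were recovered with 0 to 9 unchanged genes called. The dim area was found after the data had been seen by dividing each array into 48 blocks and comparing their signals with those of the other arrays, and leaving its spots out was 1 of 3 alternatives added then. The qPCR measurements, gas chromatography, oxygen radical, mutant and network component measurements had no deposited files and were not analysed here.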

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

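The tests of growth stage on thiamine genes and on *INO1* were chosen only after the results were seen, as were the directions between the controls of the genes called between C10-48 h and C10-24 h and the alternatives that leave out the dim-area spots or an array holding none of the groups compared. The test of differences between arrays was adapted after the dim array had been seen.

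The response to C10 differed between 48 h and 24 h, each against its own control, for 37 genes, of which 35 had the lower value at 48 h. The difference was tested with limma as an interaction, and 222 genes passed at an unadjusted p under 0.05. The largest differences were those of *DBP2* (YNL112W, -3.28, adjusted p = 0.000101), *MLS1* (YNL117W, -2.95, adjusted p = 0.0307) and *NSR1* (YGR159C, -2.57, adjusted p = 0.00468), and *PUT1* (YLR142W) had the larger of the 2 rises, 1.60. The count was 1 without any one of the 4 arrays that hold the controls, 7 and 24 without replicate 1 and 2 of C10-48 h vs C10-24 h, and 267 without either replicate of C12-48 h vs C11-48 h, which included the same 37 genes. It was 1 without normalization between arrays. Differences between arrays were argued against as a general explanation by C11-48 h, which called 130 genes with the dim-area spots left out while C12-48 h on the same arrays called 0 with limma (315 at an unadjusted p under 0.05 with all spots), but that test did not cover the arrays of C10 and the controls. A change of the controls themselves stays open for part of the list, since *MLS1* rose by 3.32 from control-24 h to control-48 h. A biological difference between the time points stays open as a hypothesis.

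Between C10-48 h and C10-24 h, which shared their arrays, 127 genes passed, 19 higher and 108 lower, in a comparison that the paper does not report. *PDC5* (YLR134W) rose by 6.50, *THI73* (YLR004C) by 3.26, and *FRM2* (YCL026C-A) followed, whereas *IMD4* (YML056C), *DBP2* and *NSR1* changed by -2.32, -2.18 and -2.04. The count was 72 without replicate 1 of this pair and 311 without replicate 2. The RNAs were in different dyes in both replicates, and with a term for the dye 151 genes passed, including 103 of the 127, so that a dye effect did not account for most calls. The methods' test gave 84 genes unadjusted and 0 after Benjamini-Hochberg adjustment. Time in culture and time with C10 changed together in this comparison. Of the 19 higher genes 14 were also higher in control-48 h than in control-24 h, as were the thiamine genes (median 1.43), so a growth stage effect stays open for them. Of the 108 lower genes 48 were also lower between the controls, so a growth stage effect stays open for these 48. The median of all 108 between the controls was 0.052, and *DBP2* and *NSR1* moved the opposite way there (1.09 and 0.53). The controls leave unexplained those lower genes that were not lower between them.

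Between C12-48 h and C11-48 h, 47 genes passed, 13 higher and 34 lower, in a comparison that the paper does not report. *IMD2* (YHR216W), *THI73* and *PHO84* (YML123C) rose by 1.57, 1.56 and 1.49, and *INO1* (YJL153C), *RCK1* (YGL158W) and *FMP43* (YGR243W) changed by -2.68, -2.32 and -2.26. The dyes were exchanged between these replicates, and with the dim-area spots left out 51 genes passed, including 46 of the 47, which argues against the dim area as the explanation. Without replicate 2, the dim array, 78 genes passed, including 43 of the 47, and without replicate 1 there were 46, including 28. With the groups compared alone limma gave 0 genes (48 at an unadjusted p under 0.05 in the model of all groups), and the methods' test gave 7 unadjusted and 0 adjusted. Both of these leave out the pairing of the channels of 1 spot. The replicate differences of C11-48 h and C12-48 h correlated with r = 0.968, which an unpaired test counts as spread. The low counts therefore do not argue against a difference between C12-48 h and C11-48 h. A biological difference between C11 and C12 stays open as a hypothesis.

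Between control-48 h and control-24 h, 8 genes passed and all 8 were higher, in a comparison that the paper does not report, and 93 passed at an unadjusted p under 0.05. They included *MLS1* (adjusted p = 0.0253), *SNZ3* (YFL059W, 2.63, adjusted p = 0.0253) and *THI4* (YGR144W, 2.75, adjusted p = 0.0492), each with 2 channels per group that did not overlap. The count was 0 without any one of the 4 arrays that hold the controls, 1 without either replicate of C10-48 h vs C10-24 h, and 114 without either replicate of C12-48 h vs C11-48 h, which included the 8 genes. It was 0 without normalization between arrays. Both controls carried Cy3, which argues against a dye effect, and they lay on different arrays, for which no test was at hand. Growth stage stays open as the biological explanation that the design gives.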

How the results depend on the processing

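The alternatives that left out the dim-area spots, or the dim array or another array from comparisons of groups that it does not hold, were chosen only after the data were seen, 1 rule for the dim area was tried, and the reported values keep the choices made before the data were examined. All other alternatives were set then.

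Of 152 values of named genes, 79 passed both thresholds. Across the alternatives, 2570 values kept their direction and their side of the threshold, 271 fell below it, 270 rose above it and 9 changed sign. Among the counts of genes and the list tests, 216 alternative values stayed within 1.5 times the reported count or on the same side of the threshold, 141 counts moved further, and of the list tests 5 rose above the threshold, 2 fell below it and 3 changed sign. Removing background correction or using the brightest probe or within-array log ratios moved no count or list test that far. The cause of the changes listed here was not tested unless it is stated.

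On processed signals scaled between arrays, the counts were 498 in C10-24 h, 494 in C10-48 h, 244 in C11-48 h, 103 between C12-48 h and C11-48 h, 118 between the controls, 100 between C9-48 h and C10-48 h, 276 for the interaction of C10 with time and 172 for the genes shared by C9-48 h, C10-24 h and C10-48 h. Shifted to the 75th percentile instead, they were 534, 508, 239, 96, 131, 99, 278 and 179. The heat shock genes in C11-48 h then passed, at medians of 0.30 and 0.37, and *OLI1* in C12-48 h turned from -0.086 to 0.70 and 1.09.

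Without normalization between arrays, the counts fell to 48 in C10-24 h, 25 in C10-48 h, 0 in C11-48 h, 0 between the controls, 1 for the interaction and 10 for the shared genes. The median of all genes then moved to -0.70 in C11-48 h and -0.66 in C12-48 h. The medians of heat shock, sugar transport and PDR genes in C11-48 h turned to -0.48, -0.15 and -0.082, and *YOR1* in C11-48 h to -0.33. Relative to all genes, these list medians stayed above 0 under every scaling tried, at 0.12 to 0.43, 0.38 to 0.55 and 0.47 to 0.88. Quantile normalization gave 8 genes in C11-48 h and 1 between C9-48 h and C10-48 h, with *OLI1* in C12-48 h at 0.18.

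With only the groups compared in limma, 383 genes passed in C10-24 h, 383 in C10-48 h, 0 in C11-48 h, 0 between C12-48 h and C11-48 h, 114 between the controls, 79 between C9-48 h and C10-48 h, 259 for the interaction and 148 in all 3. This alternative removes the replicates of other groups from the estimate of spread by its construction. Like the methods' test, it also leaves out the pairing of the channels of 1 spot. With a term for the dye the counts were 269 in C10-48 h, 30 in C11-48 h, 5 in C12-24 h, 17 between the controls, 3 between C9-48 h and C10-48 h, 142 for the interaction and 76 in all 3, and *SUT1* in C9-48 h and *FHL1* in C10-48 h turned to 0.34 and -0.036. The replicate block, which assumes that the replicates numbered alike belong together, gave 7 genes in C11-48 h. Replicates numbered alike correlated at -0.48 to 0.97 for the 4 pairs on 1 array and at -0.31 to 0.47 for 24 pairs on different arrays, so the block was kept as an alternative. No filter on dim probes gave 7 genes in C11-48 h, and the stricter filter gave 9, with 1 between C9-48 h and C10-48 h. The series table, which covers the pairs on 1 array, gave 2 genes in C12-24 h and 88 between C12-48 h and C11-48 h.

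The methods' test at an unadjusted p gave 377 genes in C10-24 h, 344 in C10-48 h, 55 in C11-48 h, 84 between C10-48 h and C10-24 h, 7 between C12-48 h and C11-48 h, 113 between the controls, 59 between C9-48 h and C10-48 h and 130 in all 3. After Benjamini-Hochberg adjustment it gave 305, 4, 0, 0, 0 and 101 in the first 6 of these and 2 in all 3. On processed signals and unadjusted it gave 584 genes in C10-24 h, 491 in C10-48 h, 132 in C11-48 h, 3 in C12-24 h, 15 in C12-48 h, 17 between C12-48 h and C11-48 h, 172 between the controls, 124 between C9-48 h and C10-48 h and 166 in all 3. Limma's unadjusted p gave 322 genes in C10-24 h, 319 in C10-48 h, 539 in C11-48 h, 315 in C12-48 h, 93 between the controls, 74 between C9-48 h and C10-48 h, 222 for the interaction and 126 in all 3. Without a fold threshold, 3471 genes passed in C9-48 h, 1470 between C10-48 h and C10-24 h and 991 between C12-48 h and C11-48 h. With fry in place of camera, the heat shock genes in C11-48 h passed, at the same median of 0.24.

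With the dim-area spots left out, which also left out genes, 322 genes passed in C10-24 h, 336 in C10-48 h, 130 in C11-48 h, 96 between the controls, 76 between C9-48 h and C10-48 h, 219 for the interaction and 134 in all 3. The heat shock genes in C11-48 h passed at a median of 0.44, and *OLI1* in C12-48 h turned to 0.59.

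With each array left out in turn, the counts ranged from 546 to 569 in C9-48 h, 0 to 383 in C10-24 h, 0 to 386 in C10-48 h, 0 to 2370 in C11-48 h, 0 to 2178 in C12-48 h, 72 to 311 between C10-48 h and C10-24 h, 46 to 78 between C12-48 h and C11-48 h, 0 to 114 between the controls, 0 to 96 between C9-48 h and C10-48 h, 1 to 267 for the interaction and 0 to 149 in all 3. In C12-24 h the count was 0 with limma each time, as it was at an unadjusted p under 0.05 with all arrays. The highest counts in C10-24 h, C10-48 h and all 3 came without a replicate of C12-48 h vs C11-48 h, and all 116, 153 and 47 genes called with every array were among them. The list medians in C11-48 h ranged from 0.053 to 0.43 for heat shock, 0.38 to 1.09 for sugar transport and 0.57 to 0.72 for PDR genes, and the highest values, without replicate 2 of C12-48 h vs C11-48 h for heat shock and replicate 1 for the others, passed for heat shock and did not for the others. *CIN5* in C10-48 h turned to -0.26 without replicate 2 of C10-48 h vs C10-24 h, and *OLI1* in C12-48 h to 0.84 without replicate 2 of C12-48 h vs C11-48 h, whereas without replicate 1 it passed at -1.02. A group left with 1 channel was assumed to vary like the other groups, and the 2370 and 2178 genes rest on the dim array alone for C11-48 h and C12-48 h.

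A block for slide or scan was not run because all arrays shared 1 slide and 1 scan. Signal over background limits the changes of genes not well above background, which are given as limits, and with 75.7% of spots well above background in its weaker channel the dim array limits C11-48 h and C12-48 h most.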

Differences from the paper's values

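The alternatives that left out the dim-area spots, or an array holding none of the groups compared, were chosen only after the data were seen, and every other alternative was set before the data were examined. A count was taken to differ when one value was more than 1.5 times the other, and a fold when in addition it lay further from the paper's than the larger of the SD between replicates here and the paper's error. For named genes not well above background in 1 of the groups only a lower limit was at hand, and none of these limits was above the paper's fold.

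For C10 at 24 h the paper gives 526 regulated genes, and 116 passed here. Of the alternatives set before the data were examined, processed signals with both scalings (498 and 534), the groups compared alone (383) and the methods' test on both kinds of signal (377 and 584) did not differ from the paper's count, and the other 15 did. Leaving either replicate of C12-48 h vs C11-48 h out of the model, chosen after seeing the values, gave 383, which did not differ. For C10 at 48 h the paper gives 428 and 153 passed here. The same alternatives (494, 508, 383, 344 and 491) and limma's unadjusted p (319) did not differ, and the other 14 did. Leaving out the dim-area spots (336) or either replicate of C12-48 h vs C11-48 h (386), both chosen after seeing the values, also closed the difference.

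For C11 the paper gives 119 genes and 1 passed here. The methods' test on processed signals (132) and leaving out replicate 2 of C12-48 h vs C11-48 h (116) did not differ, and the other 18 alternatives set before the data were examined did. Leaving out the dim-area spots, chosen after seeing the values, gave 130. For C12 the paper gives 5 genes at 24 h and 8 at 48 h, and 0 passed here with limma at both times (0 and 315 at an unadjusted p under 0.05). With a term for the dye 5 genes passed in C12-24 h, the other 19 alternatives differed, and all 20 did for C12-48 h.

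The paper gives 147 genes regulated by both C9 and C10, 105 of them induced and 42 repressed, and here 47 genes passed in C9-48 h, C10-24 h and C10-48 h, 30 higher and 17 lower. Processed signals with both scalings gave 172 (111 higher, 59 lower) and 179 (121 higher, 57 lower), the groups compared alone 148 (100 higher, 48 lower), the methods' test 130 (86 higher, 44 lower) and on processed signals 166 (111 higher, 54 lower), and limma's unadjusted p 126 (82 higher, 44 lower). None of these differed from the paper's counts, nor did the 30 lower genes with a term for the dye, while the remaining alternatives did. Leaving out the dim-area spots gave 134 (93 higher, 41 lower) and leaving out either replicate of C12-48 h vs C11-48 h gave 149 (101 higher, 48 lower), both chosen after seeing the values.

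For *POT1* in C9-48 h the paper gives 7.66-fold, compared with 5.09-fold here. Processed signals (7.39 and 7.58), the series table (7.39), a term for the dye (5.73) and leaving out replicate 1 of C9-48 h vs control-48 h (6.01) did not differ, and the other 10 alternatives did. For *GAL4* the paper gives 3.27-fold in C9-48 h, 3.05-fold in C10-24 h and 3.34-fold in C10-48 h, compared with 1.92, 1.80 and 1.91 here. Processed signals with both scalings gave 3.15 and 3.24, 2.89 and 3.05, and 3.26 and 3.32, the series table gave 3.15 in C9-48 h, and the others differed. For *COS12* in C9-48 h the paper gives 2.28-fold, compared with 1.39 here. Processed signals (2.27 and 2.32) and the series table (2.27) did not differ, and the other alternatives did.

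For *INO1* in C11-48 h the paper gives 18.43-fold, compared with 11.1-fold here. Processed signals (18.8 and 19.1) and a term for the dye (12.6) did not differ, and the other 12 alternatives did. For *OLI1* in C12-48 h the paper gives 2.06-fold, compared with 0.942 here, with an SD between replicates of 0.970. Processed signals (1.62 and 2.13), quantile normalization (1.13, closer than that SD though more than 1.5 times lower) and leaving out replicate 2 of C12-48 h vs C11-48 h (1.80) did not differ, and the other 11 did, while leaving out the dim-area spots, chosen after seeing the values, did not differ either, at a log2 fold change of 0.59. The paper's qPCR values in C10-48 h are 5.2 ± 0.62 for *HXT5* and 5.76 ± 0.45 for *PDR5*, with an error whose kind was not found, and the arrays gave 3.32 and 3.14. For *HXT5*, processed signals shifted to the 75th percentile (3.75), quantile normalization (3.55), a term for the dye (3.73), and leaving out replicate 2 of C9-48 h vs control-48 h (3.51) or of C10-48 h vs C10-24 h (3.50) did not differ and the others did, and for *PDR5* all 15 differed.

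The paper states that C11 did not induce *SNQ2* and *PDR5*. Here *PDR5* rose by 1.94 on the log2 scale in C11-48 h (SE 0.33, adjusted p = 0.0638) and *SNQ2* by 1.19 (SE 0.35, adjusted p = 0.179), in both channels of each. *PDR5* passed both thresholds on processed signals with both scalings (1.43 with scaling between arrays), with quantile normalization (1.97), with the stricter filter and with a term for the dye (2.07). It also passed at limma's or the methods' unadjusted p, but not with the methods' test on processed signals. Without replicate 1 or 2 of C12-48 h vs C11-48 h, which leaves 1 channel of C11-48 h, it changed by 2.06 and 1.82. *SNQ2* passed at limma's unadjusted p, and it changed by 1.48 without replicate 1 of C12-48 h vs C11-48 h, on the dim array alone. With the dim-area spots left out, chosen after seeing the values, *SNQ2* (1.01) and *PDR5* (1.73) both passed.

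The paper's lists hold 169 values of the genes named here, and 81 of them passed both thresholds. Values that the paper calls and that did not pass here did so in 53 and 57 cases on processed signals with both scalings, 35 with the groups compared alone, 20 with a term for the dye, 10 with the stricter filter, 9 with quantile normalization, 8 with the replicate block, 5 with no filter, 5 in the series table and 3 without background correction. The methods' test gave 15 such values adjusted and 42 unadjusted, and 22 and 61 on processed signals, and limma's unadjusted p gave 39. Of the 81 values that passed here, the methods' test lost 24 adjusted and 19 adjusted on processed signals, which left 72 and 84 of the 169, and 0 unadjusted. Leaving out replicate 1 or 2 of C12-48 h vs C11-48 h gave 43 and 46 and leaving out the dim-area spots gave 40, both chosen after seeing the values except where the array held the group compared. The settings without normalization between arrays, with the brightest probe, with within-array log ratios and without any one of the other 6 arrays gave 0 such values. Without normalization between arrays 33 of the 81 were lost, and without any one of those 6 arrays 34 to 42.

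The paper proposes that C11 mainly regulated heat shock and sugar transport genes. In C11-48 h the heat shock genes, 18 of 30 higher at a median of 0.24, did not pass with camera (adjusted p = 0.284), but passed with fry, on processed signals with both scalings, without replicate 2 of C12-48 h vs C11-48 h, and with the dim-area spots left out, chosen after seeing the values. Thiamine genes (median -0.53, adjusted p = 0.00081), Ino2p and Ino4p targets (median 0.71, adjusted p = 8.7e-05) and PDR genes also passed in C11-48 h, and the Ino2p and Ino4p median turned to -0.091 without normalization between arrays.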

Other observations

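The tests of a dye effect on genes chosen in C9-48 h alone, of the paper's list for C12 at 48 h, of growth stage on thiamine genes and on *INO1*, and of C12-48 h with the dim-area spots left out were chosen only after the results were seen. The test on C11-48 h was set together with that on C12-48 h and divided from it afterwards, and the test of differences between arrays was adapted after the dim array had been seen.

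A dye effect was tested as the explanation of the genes called in both C9-48 h and C10-48 h, in which treated RNA carried Cy5 and control RNA Cy3. The absolute dye effect of 112 of these 114 genes on the dye-swapped arrays had a median of 0.10, beside a median absolute change of 1.67 in C9-48 h, and the signed values correlated with r = -0.53, whereas a dye effect as the source would need a positive correlation. Of the 569 genes called in C9-48 h, which shared no array and no control with C10-24 h, 88.8% changed the same way in C10-24 h against control-24 h, where both carried Cy3 (94.8% of the higher and 81.7% of the lower genes, and 68.9% of all genes tested). These values argue against a dye effect as the whole explanation. Shared control channels were tested with 40 simulations of unchanged groups against the same controls, in which the correlation of both changes reached at most 0.218 and 0 genes were shared, compared with 0.837 and 114 observed.

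Differences between arrays rather than RNAs were tested on C11-48 h and C12-48 h, which shared their arrays. With the dim-area spots left out, C11-48 h called 130 genes and C12-48 h called 0 with limma, with a smallest adjusted p of 0.0696, which argues against array differences as the whole explanation for C11-48 h. The test did not cover the arrays of C10, for which 114 of the 153 genes in C10-48 h were also called in C9-48 h within arrays. The dim area may account for the 1 gene called in C11-48 h with all spots, since 130 passed without it and 69 of those are in the paper's list, whereas the absence of calls in C12-48 h stayed. Replicates of C11-48 h and C12-48 h correlated with r = 0.976 and 0.973 over 5424 genes without that area. In C10-24 h and C10-48 h, 322 and 336 genes passed with the dim-area spots left out, which also left out genes, compared with 116 and 153 with all spots. The spread of that area, shared by the common model, is therefore a candidate explanation of the lower counts for C10. Leaving out either replicate of C12-48 h vs C11-48 h gave the same count in C10-24 h, which was fixed in advance. Either way C11-48 h and C12-48 h keep 1 channel each, which the model fits exactly.

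It was tested whether the paper's lists for C12-48 h and C11-48 h came from the dim area. A spot in that area was found for 50.0% of the 8 genes in the list for C12-48 h and for 55.5% of the other genes (Fisher's exact test, p = 1.00), although 6 of the 8 were not well above background. For the list for C11-48 h the shares were 47.9% and 55.6% (Fisher's exact test, p = 0.113). Neither list thus had a larger share of genes with a spot in the dim area than the other genes had. The list for C12-48 h, with 4 of 8 genes having such a spot, is too short to decide whether the area was its source. For C11-48 h the share gave no sign of the area as the source of the list as a whole. It does not exclude the area for the 57 genes with such a spot.

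The markers *HIS3* (YOR202W), *LEU2* (YCL018W), *MET15* (YLR303W) and *URA3* (YEL021W) were considered because BY4741 lacks *LEU2*, *MET15* and *URA3* and carries a partial deletion of *HIS3*, and *LEU2* and *URA3* are in the paper's lists for C12. Over these 4 genes, 1 of 64 channels was well above background, in *LEU2*, and 0 of the 16 of *HIS3* were, which fits signal near background as the explanation of their changes.

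Growth stage was tested as the explanation of the thiamine and inositol changes with the difference between the controls. The thiamine genes were higher in control-48 h than in control-24 h by a median of 1.43, 19 of 21 moved in the direction from treated to control, and 4 were called, so a different growth stage of the cultures may contribute to their lower levels with C9 and C10. *INO1* changed by -0.48 between the controls (adjusted p = 0.999; without the dim array SE 0.19, adjusted p = 0.0589) which is small beside its rise of 5.53 in C9-48 h and argues against growth stage as the whole explanation for *INO1*. The Ino2p and Ino4p target genes changed by a median of -0.47 between the controls, with 0 called by limma, beside 1.36 in C9-48 h, and 19 of 22 moved in the direction from treated to control, so growth stage may contribute to the rise of these genes.

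Between C9-48 h and C10-48 h, 0 genes passed with limma, 74 did at an unadjusted p under 0.05, and the methods' test gave 59 unadjusted and 0 adjusted. The count was 96 without either replicate of C12-48 h vs C11-48 h.

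Of the transcription factor genes whose activity the paper inferred, *INO2* (YDR123C) rose by 1.90 and *INO4* (YOL108C) by 1.31 in C10-48 h (adjusted p = 0.0416 and 0.0397), and by 0.70 and 0.55 in C9-48 h, less than 2-fold. *BAS1* (YKR099W) changed by -1.08 in C9-48 h (adjusted p = 7.0e-06) and by -1.29 in C10-48 h (adjusted p = 0.0596). Whether these changes differ between C9 and C10 was tested only over all genes, where 0 passed. *ABF1*, *UME6*, *SUT1*, *CIN5*, *FHL1* and *HAP1* did not pass in C9-48 h, C10-24 h or C10-48 h. Both calls of *INO2* and *INO4* were lost without any one of the 6 arrays other than those of C12-48 h vs C11-48 h. Adjusted over the list alone, 1, 2 and 3 of the 9 genes passed, beside 1, 0 and 2 over all genes tested, and the former is not independent evidence because the study chose them on these samples.

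In C12-24 h, the heat shock, sugar transport and PDR genes had medians of 0.15, 0.15 and 0.17 (camera with adjusted p = 2.5e-06, adjusted p = 0.00032 and adjusted p = 7.0e-05), and with fry the PDR genes passed and the others did not. Thiamine genes, Ino2p and Ino4p targets and other ABC transporter genes had medians of -0.029, 0.029 and 0.041 there. In C12-48 h the medians were -0.15 for heat shock, 0.28 for sugar transport, 0.38 for PDR, 0.080 for thiamine, 0.37 for Ino2p and Ino4p target and 0.099 for other ABC transporter genes, and all but the heat shock median turned below 0 without normalization between arrays. None passed with camera there, and with fry the PDR genes and the Ino2p and Ino4p target genes did. Other ABC transporter genes had medians of 0.063 in C9-48 h, 0.14 in C10-24 h, -0.23 in C10-48 h and -0.052 in C11-48 h, and did not pass with camera in any of them, but did with fry with C10 at both times, in opposite directions.

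With the dim-area spots left out, the changes in C11-48 h were 3.71 for *FMP43*, 3.50 for *HXT6*, 3.40 for *INO1* and 2.87 for *HXT7*. Then 27 of 28 heat shock genes were higher (median 0.44, 4 called), 13 of 20 sugar transport genes (median 0.43, 6 called) and 13 of 17 PDR genes (median 0.71, 6 called higher and 1 lower). The thiamine median was -0.88 with 8 called lower and that of Ino2p and Ino4p targets 0.54 with 5 called. All 5 lists passed with camera in this alternative. The paper's list for C11 holds 3, 6, 5, 2 and 6 genes of these lists, in this order.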
